# Live imaging and multimodal profiling reveal transdifferentiation of a cochlear supporting cell subpopulation upon Notch inhibition

**DOI:** 10.1126/sciadv.aed3887

**Published:** 2026-06-17

**Authors:** Lama Khalaily, Shahar Kasirer, Rotem Domb, Mi Zhou, Buwei Shao, Shahar Taiber, Ran Elkon, Litao Tao, David Sprinzak, Karen B. Avraham

## Abstract

Regeneration enables organisms to repair damaged tissues, yet this capacity is notably limited in the cochlear sensory epithelium, essential for sound detection. A major cause of hearing loss arises from the irreversible loss of sensory hair cells (HCs) in the cochlea. While supporting cells (SCs) have a latent ability to transdifferentiate into HCs, this regenerative potential is rapidly lost after development. Using live imaging and single-cell multiomics of cochlear explants, we uncovered the cellular and molecular heterogeneity underlying the limited regenerative capacity of the neonatal mouse cochlea. Notch repression broadly silenced key SC genes, yet only a rare subpopulation of Deiters’ cells (DC), termed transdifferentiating DCs (tDCs), initiated the transdifferentiation into HC fate. These cells underwent coordinated transcriptional and enhancer remodeling, linking epigenetic priming with morphological plasticity, while other SCs remained refractory despite robust Notch targets down-regulation. Our study provides a molecular definition of an early induced transitional DC to HC state, revealing Notch inhibition as a selective trigger that unmasks rare regenerative competence.

## INTRODUCTION

Regeneration is a fundamental biological process that allows organisms to repair and replace damaged tissues or lost structures, yet its extent varies widely across different species. While amphibians and fish can rapidly regenerate entire organs or body structures, mammals have a more restricted regeneration capacity, largely limited to tissues such as the liver, blood, and skin (*1*–*3*). This can be achieved through stem cell–driven regeneration (*4*, *5*), where undifferentiated progenitor cells replenish lost tissues, or through cellular plasticity, in which differentiated cells directly transdifferentiate into new cell types (*6*). Notably, regenerative capacity is especially restricted in mammalian nervous and sensory systems, partly due to epigenetic constraints. Highly regenerative species maintain an open chromatin state that promotes cellular plasticity, whereas mammals have a more restrictive chromatin environment that impedes cellular reprogramming, especially in neural and sensory tissues.

One such tissue with severely restricted regenerative ability is the cochlear sensory epithelium, responsible for sound detection. Sensory hair cells (HCs) within the cochlea are particularly vulnerable to irreversible damage, leading to permanent hearing loss. The loss of HCs due to aging, noise exposure, ototoxic drugs, or diseases results in permanent hearing impairment, affecting millions worldwide (*7*). Despite advances in regenerative medicine, no effective regenerative therapies currently exist to restore auditory function, underscoring the urgent need to understand the molecular mechanisms governing cellular plasticity in the cochlea to develop new therapeutic approaches. The sensory epithelium of the mammalian cochlea, the organ of Corti, is a highly specialized structure composed of distinct cell types (*8*). It contains a single row of inner HCs (IHCs) and three rows of outer HCs (OHCs). These HCs are interspersed with specialized supporting cells (SCs), including Deiters’ cells (DC1-3), pillar cells (PCs), and inner phalangeal cells (IPhCs) (*8*).

The Notch signaling pathway is a key regulator of HC differentiation and regeneration, playing a crucial role in determining the fate of prosensory cells during cochlear development. Through lateral inhibition, Notch directs the differentiation of prosensory cells into either sensory HCs or nonsensory SCs, ensuring the proper cellular composition of the cochlea (*9*, *10*). At the molecular level, Notch activation in SCs leads to the cleavage of the Notch intracellular domain (NICD), which translocates to the nucleus, forms an activation complex with the transcription factor recombination signal binding protein for immunoglobulin kappa J region (RBPJ), and triggers the expression of downstream target genes (*11*, *12*). Beyond development, Notch also governs the regenerative potential of the cochlea, as its inhibition in neonatal mice induces SC-to-HC transdifferentiation (*9*, *13*). However, this regenerative potential is sharply restricted to early postnatal stages (*14*–*16*). By approximately 1 week of age, SCs lose their ability to transdifferentiate into HCs, suggesting that additional regulatory mechanisms, possibly epigenetic barriers or changes in signaling dynamics, contribute to this loss of plasticity (*16*, *17*).

Recent studies have revealed how SCs lose their plasticity and transdifferentiation potential with age, driven by changes in both transcriptional and epigenetic patterns. Histone modifications such as H3K27 deacetylation and trimethylation silence HC genes in SCs, while H3K4me3 and H3K4me1 maintain a “poised” state for HC transdifferentiation (*16*, *17*). Upon Notch inhibition, SCs can transdifferentiate into HCs, marked by a loss of H3K27me3 and an increase in H3K27ac (*16*). In addition, DNA methylation at HC gene promoters in SCs, particularly at Atoh1 binding sites, prevents gene activation and limits transdifferentiation potential (*17*). Studies also show that H3K4me3 modifications in Lgr5^+^ progenitor cells may lead to HC regeneration after injury (*18*). These findings suggest that manipulating epigenetic pathways could offer therapeutic potential for inner ear regeneration.

Notch signaling plays a crucial role in cochlear development, yet its involvement in orchestrating SC-to-HC transdifferentiation remains poorly understood. Specifically, it remains unclear how Notch inhibition impacts the development of individual SCs and HCs, both at the transcriptomic level and in terms of cellular patterning. Therefore, it is vital to investigate this process at the dynamic, molecular, and epigenetic levels, using high-resolution cellular analysis and dynamic imaging techniques, to provide insights into the cellular mechanisms and functional dynamics underlying this transition, particularly given the rapid loss of regenerative potential after birth.

Here, we sought to uncover the cellular and molecular determinants that allow regenerative competence within the cochlear sensory epithelium. Notch inhibition has previously been assumed to drive the formation of extra HCs exclusively through SC-to-HC transdifferentiation, yet the cellular origin of these additional HCs has never been directly observed. Prior studies have demonstrated that neonatal SCs retain a transient capacity to regenerate HC upon Notch inhibition in the neonatal cochlea and after HC ablation (*13*, *19*, *20*). The cell of origin of regenerated HCs has been demonstrated by fate mapping (*15*, *21*). Using high-resolution live imaging, we demonstrate that Notch inhibition induces only a limited number of true transdifferentiation events, while a substantial fraction of the apparent “extra” HCs arise from preexisting HCs that rearrange and reposition within the epithelium. Combining high-resolution live imaging with single-cell multiomic profiling to simultaneously capture the transcriptional dynamics, chromatin accessibility landscapes, and spatial behaviors of individual SCs during early transdifferentiation revealed a previously unrecognized transdifferentiation-competent subpopulation of DCs that we termed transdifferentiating DCs (tDCs). The tDCs uniquely respond to Notch inhibition, initiating a coordinated program of morphological remodeling, enhancer activation and selective promoter accessibility changes at key HC regulators. By defining the molecular signatures and regulatory architecture that distinguish the tDCs from neighboring nonresponsive SCs, our study provides a mechanistic framework for understanding the intrinsic heterogeneity that limits cochlear regeneration and identifies targets for strategies to enhance HC regeneration.

## RESULTS

### Notch inhibition reveals SC morphological plasticity and limited transdifferentiation

To investigate the impact of Notch signaling on SC transdifferentiation, we inhibited Notch signaling in cochlear explants at two developmental time points: postnatal days 0 to 1 (P0 to P1), when SCs retain regenerative potential, and P6, when this capacity is largely lost (*16*) (Fig. 1, A to D). Cochlear explants were derived from transgenic mice expressing an Lfng–enhanced green fluorescent protein (EGFP) reporter, in which SCs are fluorescently labeled and EGFP reflects SC identity (Fig. 1B) (*20*). Explants were cultured and treated with the γ-secretase inhibitor compound E, preventing NICD cleavage and thus inhibiting Notch signaling (*22*–*24*) or with dimethyl sulfoxide (DMSO) as a control for 24 hours before analysis (see Materials and Methods) (Fig. 1C). Consistent with prior reports, at P0-P1, Notch inhibition induced an apparent marked increase in Myo7a^+^ HCs, with some retaining EGFP expression, suggestive of active SC-to-HC transdifferentiation (Fig. 1C) (*9*, *14*, *16*). In addition, Notch inhibition caused reorganization of the sensory epithelium, resulting in altered tissue architecture at neonatal stages compared to control. Bulk RNA sequencing of sorted Lfng^+^ SCs following treatment with compound E revealed robust transcriptional responses to Notch inhibition, with a strong effect observed at P0-P1 (fig. S1A). 

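RNA was sequenced from Lfng-EGFP+ SCs sorted from cochlear explants after 24 hours with 2 μM compound E, an inhibitor of the γ-secretase that releases the intracellular domain of Notch, or with DMSO. At P0 there were 4 compound E and 4 DMSO libraries, and at P6 there were 3 of each. The sample labels give the ages as P0 and P6, and the paper gives them as P0-P1 and, in the legend of fig. S1, P6-7. The authors mapped the reads with STAR to GRCm38 and deposited the number of reads assigned to each gene, without normalization. At P0, 19415066 to 44430063 reads per library were counted on genes with compound E (median 32992328) and 26429966 to 39947189 with DMSO (median 30959688). At P6 the totals were 25139307 to 28705167 with compound E (median 27454250) and 23972228 to 41207627 with DMSO (median 27768819). The total reads of table S1 are higher, since they include reads that were not assigned to genes, and all values here use the counts on genes. Each age was fitted separately with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, and genes were called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.01 and a change of at least 2-fold, the thresholds of the paper. The labels place the P0 libraries in 3 batches and the P6 libraries in 3 others, each with both treatments.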

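At P0, 195 of the 15937 genes tested passed the thresholds, 38 of them higher and 157 lower with compound E. In all 195, every compound E library lay on one side of every DMSO library in RPM, which their selection from the same libraries favors. With the replicate number as a block, which compares each compound E library with the DMSO library of the same number, 350 genes passed, 109 higher and 241 lower, and 194 of the 195 were among them. DESeq2 in place of edgeR called 443 genes, which included all 195. Leaving out single libraries gave 80 to 225 genes, with the fewest without compound E replicate 3. Leaving out both libraries of replicate 4 left 1 gene. Among the 195 genes called, of those with at least 10 RPM in the higher group and no overlap between treatments, the 5 largest increases were in Nipal4, Adamts15, Col13a1, Matn1 and Scd1, with log2 fold changes from 2.94 for Nipal4 to 2.42 for Scd1. The 5 largest decreases were in Cysltr2, Tnfaip2, Nos1, P2ry6 and Syt6, from -5.10 for Cysltr2 to -3.60 for Syt6. Nos1, Syt6 and Tnfaip2 overlap annotated genes on the other strand, and the methods do not state whether counting used the strand.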

Several canonical Notch target genes including *Hey1*, *Heyl*, *Hes1*, *Hes5*, and *Lfng* were significantly down-regulated upon compound E treatment, confirming pathway inhibition (fig. S1, A and B). In contrast, HC fate determinants such as *Atoh1* and *Hes6* were significantly up-regulated (fig. S1B) at P0-P1. These findings reinforce that compound E promotes transcriptional reprogramming from SCs toward a HC-like state. In contrast, P6 explants showed no comparable increase in HC numbers following Notch inhibition and the transcriptional response was markedly attenuated: Notch target genes were only modestly down-regulated (Fig. 1D and fig. S1, A and B), supporting a developmental restriction in regenerative competence (*16*). This HC increase at P0-P1 was accompanied by ectopic rows of HCs, particularly in the OHC region of the apex, disrupting the normal checkerboard-like sensory epithelium pattern (Fig. 1E). 

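Hey1, Heyl, Hes1, Hes5, Lfng and 2 further Notch target genes labelled in fig. S1A, Hey2 and Nrarp, had lower values with compound E at P0. Of these 7 genes, 5 passed the thresholds over all genes tested, and all 7 passed when p was adjusted over the list alone. The list was taken in part from these same samples, so the second count is not independent evidence. Nrarp, on chromosome 2 of GRCm38 from 25180758 to 25183339, had 53.1 ± 15.4 RPM (SD, n = 4) with compound E and 450 ± 60.7 RPM (SD, n = 4) with DMSO. Its log2 fold change was -3.11 (standard error 0.215, edgeR adjusted p = 0.000204). Hey1, on chromosome 3 from 8663359 to 8667038, had 249 ± 45.5 RPM with compound E and 767 ± 40.3 RPM with DMSO, a log2 fold change of -1.65 (standard error 0.159, edgeR adjusted p = 0.000623). Hes1, on chromosome 16 from 30065357 to 30067796, had 18.0 ± 5.48 and 116 ± 28.3 RPM, a log2 fold change of -2.70 (standard error 0.267, edgeR adjusted p = 0.000652). For Heyl, on chromosome 4 from 123233556 to 123249870, the log2 fold change was -3.36 (standard error 0.382, edgeR adjusted p = 0.00128). Hey2 had the smallest change of the list, -1.17 (standard error 0.191, edgeR adjusted p = 0.00835). The other 2 genes did not reach the adjusted p threshold. Hes5, on chromosome 4 from 154960626 to 154962372, had a log2 fold change of -5.05 (standard error 0.973, edgeR adjusted p = 0.0187). Lfng, on chromosome 5 from 140607341 to 140615545, had 912 ± 162 RPM with compound E and 2791 ± 1123 RPM with DMSO, a log2 fold change of -1.67 (standard error 0.338, edgeR adjusted p = 0.0241). With the replicate block both passed, at -6.01 for Hes5 (edgeR adjusted p = 0.00247) and -1.54 for Lfng (edgeR adjusted p = 0.00537). All 7 genes fell in each of the 4 pairs of libraries with the same replicate number. Hes5 and Nrarp overlap annotated genes on the other strand, so their counts are uncertain where counting did not use the strand.

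**Figure D1:**
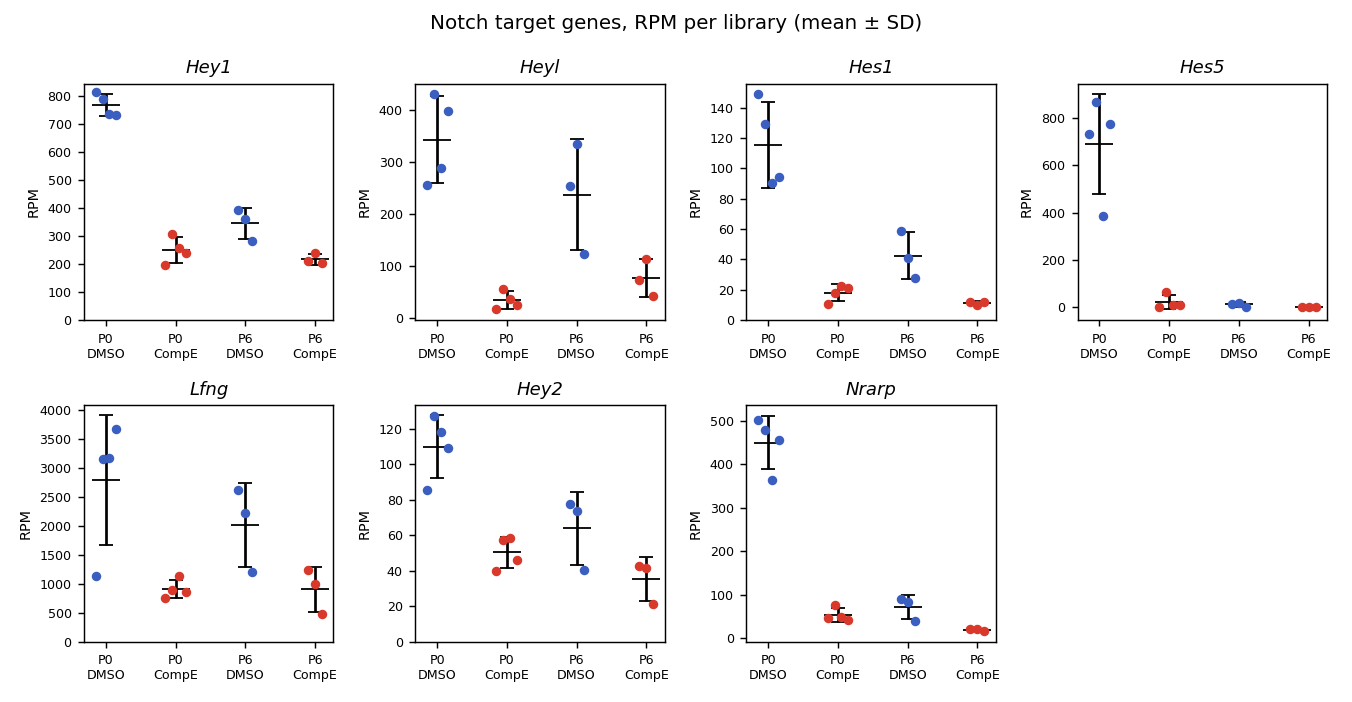
RPM of the 7 Notch target genes in each library, by age and treatment, with the mean and SD of each group (n = 4 at P0 and n = 3 at P6). At P0 every compound E library lies below every DMSO library for all 7 genes.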

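The 4 genes Atoh1, Hes6, Pou4f3 and Zfp503 are called HC fate genes here. For these data the paper's text names Atoh1 and Hes6 as such, and Pou4f3 and Zfp503 were taken from fig. S1. The paper's text does not name Zfp503. All 4 had higher means with compound E at P0, and 1, Zfp503, passed the thresholds over all genes tested. Adjusted over the list alone, 3 passed, and with the replicate block all 4 passed over all genes. This list, too, was taken in part from these same samples, so its list-alone count is not independent evidence. Zfp503, on chromosome 14 of GRCm38 from 21983959 to 21989601, had 31.7 ± 8.38 RPM (SD, n = 4) with compound E and 7.89 ± 2.38 RPM (SD, n = 4) with DMSO. Its log2 fold change was 1.98 (standard error 0.265, edgeR adjusted p = 0.00303). For Hes6, on chromosome 1 from 91411483 to 91414038, the log2 fold change was 2.06 (standard error 0.349), and its edgeR adjusted p of 0.0100 was just above the threshold. Atoh1, on chromosome 6 from 64729125 to 64731245, had a log2 fold change of 1.84 (standard error 0.452, edgeR adjusted p = 0.0563). Pou4f3, on chromosome 18 from 42394597 to 42396093, had 15.8 ± 9.75 and 7.66 ± 6.09 RPM, a difference smaller than the spread between libraries (log2 fold change 1.03, standard error 0.539, edgeR adjusted p = 0.482). Within pairs of the same replicate number, each of the 4 genes rose in 4 of 4 pairs. The replicate block gave log2 fold changes of 2.09 for Hes6 (edgeR adjusted p = 7.82e-05), 1.94 for Atoh1 (edgeR adjusted p = 0.000122) and 1.13 for Pou4f3 (edgeR adjusted p = 0.00606).

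**Figure D2:**
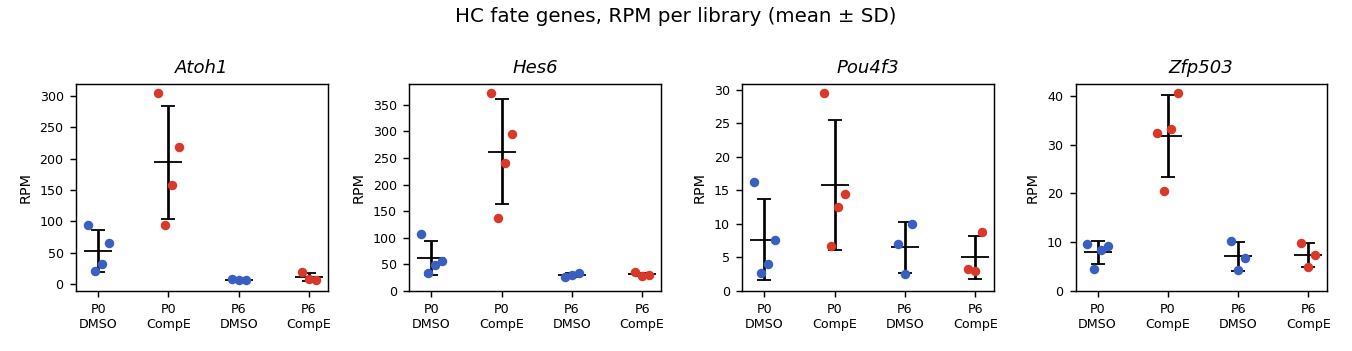
RPM of Atoh1, Hes6, Pou4f3 and Zfp503 in each library, by age and treatment, with the mean and SD of each group (n = 4 at P0 and n = 3 at P6). At P0 the compound E and DMSO libraries are separate for Hes6 and Zfp503 and overlap for Atoh1 and Pou4f3.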

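The genes of table S3, which the paper found up- or down-regulated in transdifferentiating Deiters' cells (tDCs) by single-cell multiomics, were followed in the sorted SCs at P0. Of the 159 up-regulated genes tested, 146 were higher with compound E, and their median log2 fold change was 0.74, against 0.02 over all genes. Of the 222 down-regulated genes tested, 198 were lower, with a median of -0.67. For the tDC up-regulated gene set at P0 and the tDC down-regulated gene set at P0, limma's camera test with a preset correlation of 0.01 between genes gave p = 3.15e-38 and p = 3.56e-51. These p-values are too small. Of the 35 splits of the 8 libraries into 4 and 4, the real one included, 28 and 29 gave a camera p of at most 0.05. For the up-regulated set 1 other split gave a smaller p (9.72e-47). Some of these splits divide the treatments unevenly and so keep part of the real difference. Those that keep every pair whole balance the treatments. Their camera p was 7.06e-11 to 0.0234 for the up-regulated set and 5.74e-10 to 0.0519 for the down-regulated set. Of the 8 splits that part every pair, the real one gave the smallest p for each set. Both calls held under fry (p = 0.00283 and 0.00108) and with the correlation estimated from the data (p = 0.0204 and 0.0169). The paper concludes that compound E shifts SCs toward a HC-like state. For the bulk RNA-seq it points to the fall of Notch target genes and the rise of genes such as Atoh1 and Hes6 at P0. Its other evidence comes from HC counts, cell sorting, live imaging and single-cell multiomics.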

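At P6 none of the 7 Notch target genes passed the thresholds over all genes tested, although all 7 had lower means with compound E and 6 had an unadjusted p under 0.05. Adjusted over the list alone, 3 passed, and 5 did with the replicate block. Hes1 had 11.3 ± 1.21 RPM (SD, n = 3) with compound E and 42.4 ± 15.4 RPM (SD, n = 3) with DMSO, with an edgeR adjusted p of 1.00 over all genes and 0.00223 over the list alone. Nrarp had 19.6 ± 2.50 and 70.9 ± 27.5 RPM, a log2 fold change of -1.85 (edgeR adjusted p = 0.00319 over the list alone). For Hes5 the log2 fold change was -4.27 (edgeR adjusted p = 0.00463 over the list alone). The log2 fold changes of Heyl, Lfng, Hey2 and Hey1 were -1.61, -1.14, -0.84 and -0.66. All 7 genes were lower in 3 of 3 pairs. None of the 4 HC fate genes passed at P6 under either adjustment, and 0 of them had an unadjusted p under 0.05, with log2 fold changes from -0.36 for Pou4f3 to 0.79 for Atoh1. The difference between the responses at P6 and P0 was tested as the interaction of age and treatment in the 14 libraries. No gene passed the thresholds among 17090 tested, with 811 at an unadjusted p under 0.05 where chance gives 854. With the replicate block 16 genes passed, 7 with a positive and 9 with a negative difference, Hes6 and Zfp503 among the latter. Their differences were -2.02 (edgeR adjusted p = 0.00454) for Hes6 and -1.86 (edgeR adjusted p = 0.00844) for Zfp503. No Notch target gene was among the 16. Adjusted over each list alone, 3 of the 7 Notch target genes (Heyl, Hey1 and Nrarp, with differences of 1.87, 1.04 and 1.39) and all 4 HC fate genes passed with the block, and 1 and 2 genes passed without it. Over all genes, the lowest adjusted p of the Notch list in that fit was that of Heyl (standard error 0.265, edgeR adjusted p = 0.0230). Age and batch coincide, since no batch held both ages.

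**Figure D3:**
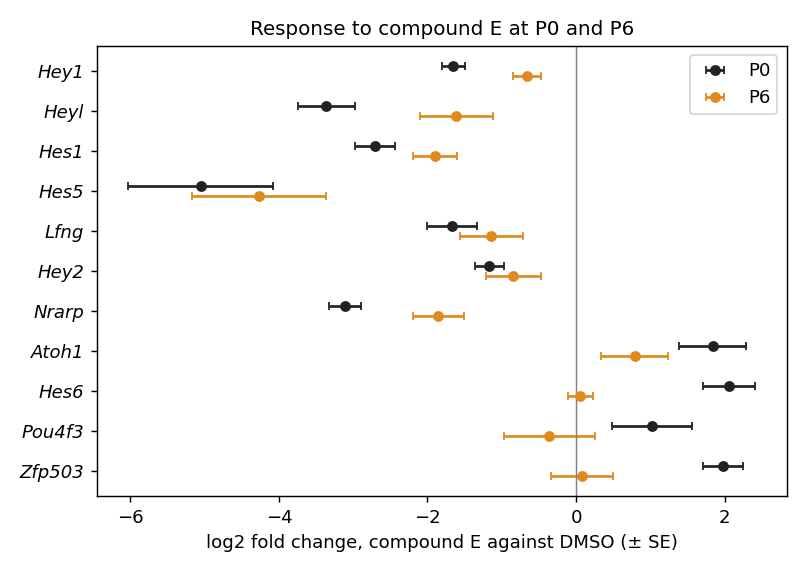
Log2 fold change with compound E against DMSO for the 7 Notch target and 4 HC fate genes at P0 (4 libraries per treatment) and P6 (3 per treatment), with bars for the standard error from edgeR. The P6 points of all 7 Notch target genes lie nearer to 0 than the P0 points.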

Subtype-specific HC counting analysis at neonatal stages (P0-P1) using a Vglut3 marker revealed a significant increase in Vglut3^−^ OHCs, with no change in Vglut3^+^ IHCs (Fig. 1, E and F). Moreover, the analysis suggested that SC-to-HC fate conversion depends on the position along the base-to-apex axis of the cochlea with relatively strong effect at the apex, lower (but significant) effect in the mid turns, and no effect in the basal turn. These results strongly suggest that only a selected population of SCs, predominantly from the OHC compartment, undergo a SC-to-HC transition. These observations also align with prior studies (*16*).

**Fig. 1.**
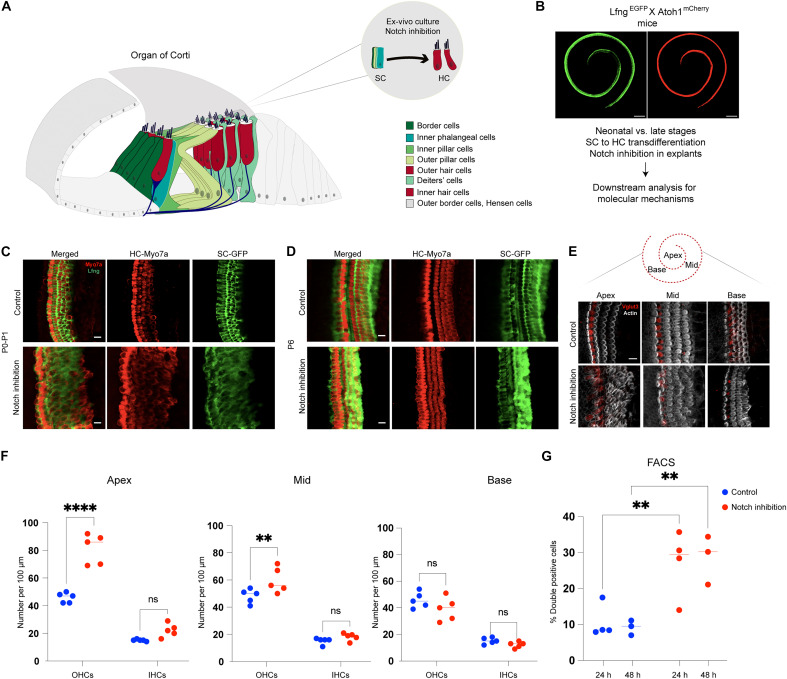
Notch inhibition induces limited SC-to-HC transdifferentiation in neonatal cochlear explants. (**A**) An illustration of the organ of Corti. Sensory inner and OHC are labeled in red and different types of SCs labeled green. (**B**) Whole-mount immunofluorescence of P0-P1 organ of Corti from Lfng^EGFP^;Atoh1^mCherry^ mice. EGFP is expressed in SCs (left), while HCs are labeled in red across the cochlea (right). (**C** and **D**) The ability of SCs (Lfng, green) to transdifferentiate into HC (Myo7a, red) in response to Notch inhibition diminishes with age. Cochleae from Lfng^EGFP^ mice at P0-P1 (C) and P6 (D) were cultured and treated with compound E (2 μM) or DMSO (control) for 24 hours (h). P0-P1 samples, but not P6, show an increase in the number of HCs. (**E**) Whole-mount immunofluorescence of P0-P1 organ of Corti from wild-type mice. Actin (white) marks cellular structures, and the IHC-specific marker anti-Vglut3 is shown in red. (**F**) Quantification of OHCs and IHCs at neonatal stages by immunostaining against Vglut3 across apex, mid, and base following treatment with Notch inhibitor. (**G**) FACS sorting of double-positive SCs (responsive with GFP^+^mCherry^+^) versus single-positive SCs (nonresponsive with GFP^+^) upon Notch inhibition. The graph quantifies the percentage of responsive SCs, calculated as $\left(\frac{\#\text{double}-\text{positive}}{\#\text{double}-\text{positive}+\#\text{GFP}-\text{only}}\cdot 100\right)$. Scale bars, 100 μm (whole cochlea) and 10 μm (cross sections). Data represent at least three independent biological replicates for immunostaining (C and D). Quantifications are based on *n* = 5 biological replicates per condition for counting (F) and *n* = 3 to 4 per condition for FACS (G). Statistical significance was determined using one-way ANOVA with Holm-Sidak post hoc test (**P < 0.01 and ****P < 0.0001).

We next sought to determine whether the observed increase in HCs upon Notch inhibition originated exclusively from SC-to-HC transdifferentiation. To confirm this, we used cochlear explants from double-transgenic mice expressing both the Lfng-EGFP reporter, which marks SCs (EGFP^+^), and the Atoh1-mCherry reporter, which marks HCs (mCherry^+^) (*25*) (Fig. 1B). We then used fluorescence-activated cell sorting (FACS) analysis of cochleae after Notch inhibition to determine the fraction of cells that converted from SCs to HCs. To calculate the fraction of SCs undergoing SC-to-HC transdifferentiation, we divided the number of EGFP^+^mCherry^+^ double-positive cells (transdifferentiated SCs) by the number of EGFP^+^ cells (nontransdifferentiated SCs). This quantification-based approach controls for potential confounding factors such as dissociation efficiency, organ number, and cell viability. Quantification revealed a significant increase in double positive cells at both 24 and 48 hours compared to controls (Fig. 1G and fig. S1, C and D), confirming a limited yet measurable transdifferentiation response. Most SCs remained EGFP^+^mCherry^−^, highlighting intrinsic heterogeneity in responsiveness to Notch inhibition.

### Live imaging reveals dynamic behavior and spatial origins of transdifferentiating SCs

While FACS analysis confirmed a limited SC-to-HC fate conversion following Notch inhibition, it could not resolve the temporal sequence or dynamic behaviors associated with this process. To date, most studies investigating Notch inhibition in the cochlea have relied on end point immunostaining, which captures only static snapshots of transdifferentiation and does not account for dynamic patterning changes. As a result, the real-time cellular dynamics including the origin, timing, and migratory behavior of responsive cells remain poorly characterized. To gain further insight, we performed live imaging on neonatal cochlear explants from Lfng^EGFP^;Atoh1^mCherry^ mice and tracked the response to Notch inhibition by compound E. Time-lapse imaging revealed that Notch inhibition caused two distinct processes: transdifferentiation from SC to HC and reorganization of cells within the OHC region. Transdifferentiation of SC to HC is observed through the initial appearance of EGFP^+^mCherry^+^ cells in the lateral side of the OHC region, beginning around 20 hours post-treatment, with substantial increases by 30 to 48 hours, particularly in the apex region (circled cells in Fig. 2A and movie S1). Such transdifferentiations were not observed in the base region or in control explants treated with DMSO (Fig. 2A, fig. S2, and movies S2 and S3).

**Fig. 2.**
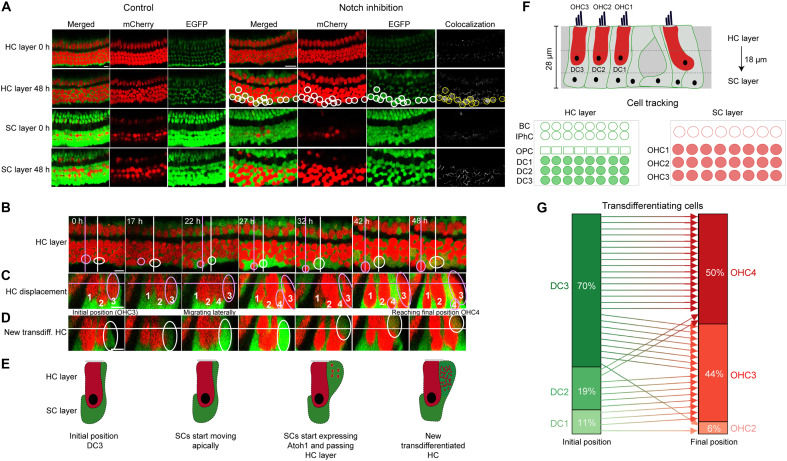
Live imaging reveals dynamic behavior and spatial origin of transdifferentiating SC following Notch inhibition. (**A**) Filmstrips from Lfng^EGFP^;Atoh1^mCherry^ cochlear explants apex control (DMSO) and apex treated with compound E for 48 hours show the appearance of mCherry^+^ cells emerging outside the native HC rows (circles) in the apex region, whereas the control maintains precise alignment and organization of HC and SC layers. White circles highlight EGFP^+^mCherry^+^ double-positive cells, indicating transdifferentiation events. Scale bars, 10 μm. (**B** to **D**) Representative examples for tracking of two cells. One rearranged HC started as mCherry+ at OHC3 and ended as mCherry+ at OHC4, marked with a dashed magenta circle, and one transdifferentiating cell started as EGFP+ at DC3 and ended as EGFP+mCherry+ at OHC4, marked with a solid white circle. A top view of HC layer with both tracked cells is shown, with dashed and solid lines marking side views sections (B). In addition, side views of both HC displacement (C), each HC is labeled with consistent number according to tracking and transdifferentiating cells (D) are shown, with lines marking HC layer (top view section). (**E**) Schematic illustration of apical migration and marker expression of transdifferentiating cells. (**F**) Upper image: Live-imaging planes used to distinguish HC and SC layers in cochlear explants. Lower image: Initial SC rows (e.g., DC1-3) and final HC rows (e.g., OHC1-4) positions. (**G**) Quantification of the initial and final rows for each tracked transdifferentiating cell across 48 hours of live imaging. Each arrow represents the trajectory of an individual cell. *n* = 4 biological repeats (movies). Total number of tracked double positive cells, 36 (6 from first movie, 18 from second movie, 4 from third movie, and 8 from fourth movie).

In addition to the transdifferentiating events, we also observe significant migratory movements within the OHC region. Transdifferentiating cells originally located in the SC layer migrated apically toward the HC layer, while some HCs appeared to migrate basally toward the SC layer (Fig. 2A). These opposing, directional displacements were confined to the OHC region and were not observed on the IHC side, suggesting region-specific responsiveness to Notch inhibition.

To obtain a more detailed understanding of the transdifferentiation and migratory dynamics we tracked single cells in 3D (Fig. 2, B to E). First, we observed preexisting HCs rearranged laterally from the third OHC layer (OHC3) to an ectopically formed fourth OHC row (OHC4) (dashed magenta circle, Fig. 2, B to C). Second, we tracked a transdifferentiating SCs emerging from the third DC row (DC3) that starts migrates apically and starts expressing mCherry, reflecting dim *Atoh1* expression (white circle, Fig. 2, B, D, and E). Together, these complementary trajectories demonstrate that the OHC4 row is not only the product of new HCs formed by transdifferentiation but also includes preexisting HCs displaced due to tissue-level rearrangements. Thus, the mis-patterning of the sensory epithelium arises from the combined contributions of migration-driven repositioning and de novo HC generation.

To determine the specific origins and destinations of transdifferentiated HCs, we tracked individual EGFP^+^mCherry^+^ double-positive cells throughout the 48-hour imaging period. Each cell’s initial identity was mapped to a defined SC subtype was mapped to a defined SC subtype DC1-3, PCs, IPhCs, or border cells (BCs) based on spatial positioning, and its final location was recorded within the HC layer at 48 hours post-treatment (Fig. 2F and table S2). This analysis revealed that most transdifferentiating cells arose from DC3 (70%), with smaller contributions from DC2 (19%) and DC1 (11%) (Fig. 2G). In final destinations, about half of these cells integrated into the newly formed OHC4 row (50%), while 44% localized into the OHC3 row and a small fraction (6%) positioned into the OHC2 row. Notably, the disproportionate contribution of DC3 to OHC4 emphasizes its predominant role as the origin of de novo HCs.

Together, these findings reveal that Notch inhibition induces a limited SC-to-HC transdifferentiation and rearrangement process in the apex OHC region in newborn mice. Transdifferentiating cells predominantly originating from specific DCs, mostly from DC3. These cells together with migratory HCs, contribute to the formation of ectopic OHC row. To our knowledge, our live-imaging data provide the first dynamic visualization of this process, uncovering the essential sequential trajectories leading to patterning mis-organization in response to Notch inhibition.

### Notch inhibition unmasks tDCs with HC transcriptional propensity

Previous studies have shown that inhibition of Notch signaling using γ-secretase inhibitor promotes transdifferentiation of a subset of SCs into HCs, while others remain unresponsive (*16*). Consistent with these findings, our live imaging revealed that Notch inhibition induces transdifferentiation predominantly in a specific subset of DC, while other SCs remain largely unresponsive (Fig. 2). This selective responsiveness prompts a fundamental question: What are the molecular and epigenetic features that uniquely prime DCs for HC fate conversion, and what underlies the resistance in other SC types? Here, we specifically set out to examine the earliest cellular and molecular responses to Notch inhibition, reasoning that these early events would provide direct insight into the primary effectors of fate conversion.

To address this question and investigate the molecular basis of this variability, we performed single-cell multiomic analysis, enabling the simultaneous profiling of transcriptional activity and chromatin accessibility at single-cell resolution during the early stages of transdifferentiation. We cultured cochlear explants from P0-P1 mice in the presence of compound E or DMSO for 24 hours, followed by tissue dissociation and 10x multiome library preparation to assess both RNA expression by single-cell RNA sequencing (RNA-seq) and chromatin accessibility by single-cell assay for transposase-accessible chromatin using sequencing (ATAC-seq) from the same individual cells (Fig. 3A). This approach allowed simultaneous high-resolution analysis of gene expression and chromatin accessibility within individual SCs, enabling dissection of subtype-specific responses at early stages of fate conversion.

**Fig. 3.**
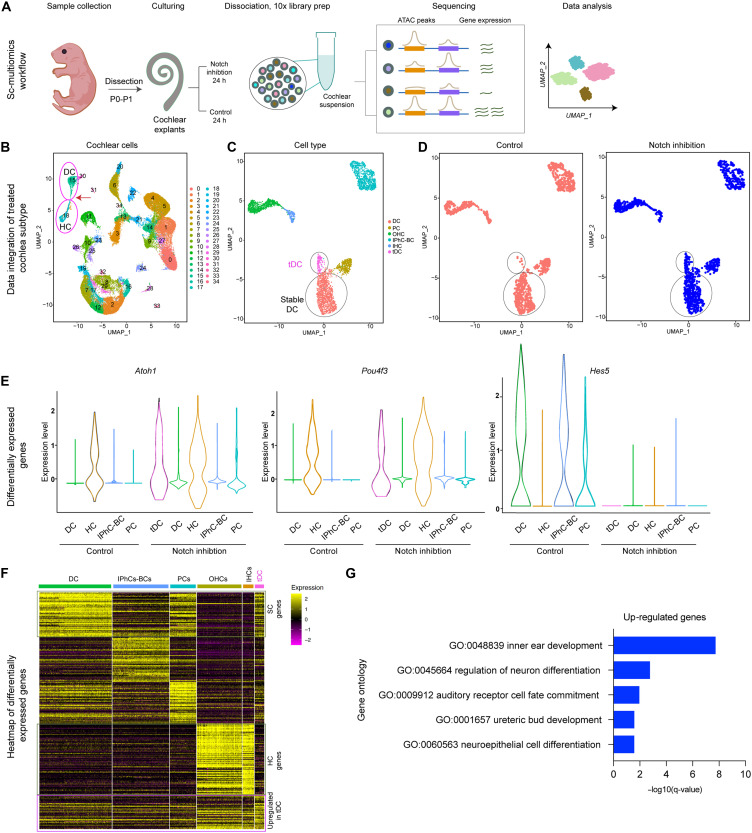
Single-cell multiomic profiling reveals a subpopulation of SC responses to Notch inhibition and early transcriptional changes during HC fate commitment. (**A**) Schematic figure of the experimental workflow. Cochlear explants from P0-P1 mice were cultured for 24 hours in the presence of Notch inhibitor (compound E) or DMSO control. Tissues were dissociated and subjected to 10x Genomics multiome profiling for simultaneous single-cell RNA expression and chromatin accessibility analysis (see also Materials and Methods) (**B**) UMAP projection showing integrated transcriptomic clustering of cochlear cell subtypes across conditions. For main cluster ID, 18 = HC, 19 = IPhC-BC, 15 = DC, and 30 = PC. Integration of control and Notch-inhibited datasets revealed marked transcriptional remodeling specifically within the DC cluster. A subset of DC acquired an intermediate transcriptional profile enriched in HC-associated genes (red arrow), forming a distinct cluster adjacent to the HC cluster. (**C** and **D**) Subclustering population revealed two distinct transcriptional states: black circle of “Stable DCs” and pink circle of “tDCs” based on cell type (C) and treatment (D). (**E**) Violin plots of marker gene expression: *Atoh1* and *Pou4f3* are induced in tDCs after Notch inhibition, whereas *Hes5* is down-regulated in all SCs upon Notch inhibition. (**F**) Heatmap of marker genes, up-regulated in each cluster compared to other clusters. Differentially expressed genes in tDCs (pink) versus stable DCs (green) highlight up-regulation of HC lineage programs. (**G**) GO enrichment analysis (using Metascape online resource) of genes up regulated in tDCs compared with control DCs reveals significant activation of biological process GO terms involved in inner ear development, neuron differentiation, and others. Data represent two independent biological replicates per condition.

Integration of transcriptomic data from all conditions revealed well-defined clusters corresponding to known cochlear cell types, including HCs, DCs, PCs, and IPhCs-BCs (Fig. 3B). To validate cluster annotation, we examined the expression of canonical marker genes across the uniform manifold approximation and projection (UMAP) projection (fig. S3A). HC clusters were marked by *Myo7a*, *Gfi1*, and *Pou4f3*, DC/PC clusters by *Prox1* and *Fgfr3*, and IPhC-BC clusters by *Sox2*, consistent with their known molecular identities (Fig. 3, A and B) (*26*).

Integration of control and Notch-inhibited datasets revealed marked transcriptional remodeling specifically within the DC cluster. A subset of DC acquired an intermediate transcriptional profile enriched in HC-associated genes suggesting a population shift from DC toward HC (Fig. 3B and fig. S3A).

To identify responsive subpopulations within the SC population, we focused on the major sensory epithelial populations, DCs, PCs, and IPhCs-BCs, and performed additional subclustering. This analysis revealed two transcriptionally distinct DC states that exhibited distinct response to compound E treatment: “tDCs (cluster tDC, magenta dots) and “stable DCs” (salmon dots) (Fig. 3C). tDCs were specifically enriched in compound E–treated samples (Fig. 3D and fig. S3C), indicating selective competence to engage in reprogramming, whereas stable DCs failed to activate HC gene programs despite uniform Notch inhibition. Marker gene projections onto the subcluster UMAP validated these assignments (fig. S3B): tDCs expressed early HC markers including *Myo7a*, *Pou4f3*, and *Gfi1*, while stable DCs retained SC identity genes such as *Sox2*, *Prox1*, and *Fgfr3*. Other SC types were identified through specific markers: PCs expressed *Sox2*, *Fgfr3*, *Prox1*, while IPhCs-BCs were characterized by *Sox2*, *Matn4*, *Fabp7*, and *Rorb* (fig. S3B). Notably, tDCs displayed a mixed transcriptional profile, characterized by induction of early HC markers (*Myo7a*, *Pou4f3*, and *Gfi1*) together with retention of selected SC markers such as Sox2, while canonical DC markers including *Fgfr3* and *Prox1* were reduced (fig. S3B). This combination supports the interpretation that tDCs represent a transitional DC-to-HC state rather than fully differentiated HCs.

Supporting this, violin plots showed that *Atoh1*, *Pou4f3*, and *Hes6* were highly expressed in tDCs when treated with compound E but not in control DMSO treatment (Fig. 3E). In contrast, stable DCs, as well as PCs and IPhC/BC, did not exhibit such a response of HC-specific targets to compound E. Notch effectors (*Hes1*, *Hes5*, and *Heyl*) were sharply down-regulated in almost all SC types following Notch inhibition (Fig. 3E and fig. S4A). While Atoh1 activation represents an early commitment step, late HC markers such as *Rasd2* remained largely unexpressed after 24 hours of Notch inhibition (fig. S4A).

Differential gene expression analysis revealed a notable transcriptional divergence between tDCs (pink) and other SC types, including stable DCs (green), PCs, and IPhCs-BCs (Fig. 3F). tDCs displayed broad down-regulation of canonical SC identity genes (Fig. 3F, red box), consistent with loss of SC fate. At the same time, they exhibited partial activation of HC-associated gene programs (Fig. 3F, yellow box), reflecting early initiation of the HC lineage. In addition, tDCs displayed a unique set of genes selectively up-regulated compared to both stable DCs and native HCs (Fig. 3F, purple box), suggesting the emergence of an intermediate transcriptional state rather than a complete switch. Together, this analysis highlights that tDCs do not simply silence SC programs but instead undergo a coordinated transcriptional reprogramming that combines repression of SC identity, partial activation of HC determinants, and induction of tDCs-specific genes, marking them as a distinct fate-competent subpopulation.

Gene ontology (GO) enrichment of the tDC–up-regulated gene set, identified from tDCs compound E compared to DC-DMSO, revealed a strong enrichment for developmental processes associated with sensory and neuronal differentiation (Fig. 3G and table S3). The most significantly enriched categories included inner ear development, regulation of neuron differentiation, and neuroepithelial cell differentiation. Consistent with these functions, several genes linked to cell-cell adhesion and junctional remodeling (table S3) and cell migration and cytoskeletal reorganization (*Ccbe1*, *Fgf8*, *Pak3*, and *Anks1*) were up-regulated, suggesting that tDCs not only activate developmental fate programs but also acquire structural plasticity required for epithelial reorganization.

Conversely, tDC–down-regulated genes were enriched for processes involved in cell adhesion, migration, and junction maintenance (fig. S4 and table S3). This included repression of multiple adhesion-related genes and migration regulators (table S3), indicating a progressive loss of mature SC features. Together, these patterns imply that Notch inhibition triggers a dual remodeling process in tDCs activation of HC-associated developmental programs alongside dismantling of their native adhesion and junctional architecture, enabling their transition toward a new sensory fate. Together, these results demonstrate that Notch inhibition elicits a broad down-regulation of the SC key genes across nearly all SC types, yet only a small subset of DCs, the tDCs, can subsequently activate HC gene networks.

### tDCs undergo chromatin remodeling to adopt a HC-like fate

Having identified a transcriptionally distinct population of tDCs that emerges specifically after Notch inhibition (Fig. 3), we next sought to determine whether their competence to activate HC gene programs is linked to a distinct chromatin landscape. Because transcriptional reprogramming requires access to lineage-specific regulatory elements, we reasoned that tDCs might have an altered epigenomic state that distinguishes them from the stable DCs and other SCs.

Global profiling of open-chromatin state revealed that tDCs diverge epigenomically from all SC subtypes. Principal components analysis of pseudobulk profiles showed that tDCs separated from both control DCs and other SC types along the primary variance axis, reflecting a shift of tDCs from DC/PC toward an HC-like state in both the transcriptome (sc-RNA, table S6) and in chromatin accessibility (sc-ATAC, Gene Expression Omnibus; accession number in process) (Fig. 4A). This coordinated shift in IPhC-BCs or PCs remained largely unchanged, clustering closely with their respective controls in both the transcriptomic and chromatin accessibility. The parallel separation of tDCs in both data layers demonstrates that transcriptional reprogramming in these cells is accompanied by broad remodeling of chromatin accessibility. Consistent with this, unsupervised clustering of scATAC-seq data alone resolved major cochlear cell types, and gene-level accessibility patterns closely correlated with corresponding transcriptional profiles (fig. S5).

**Fig. 4.**
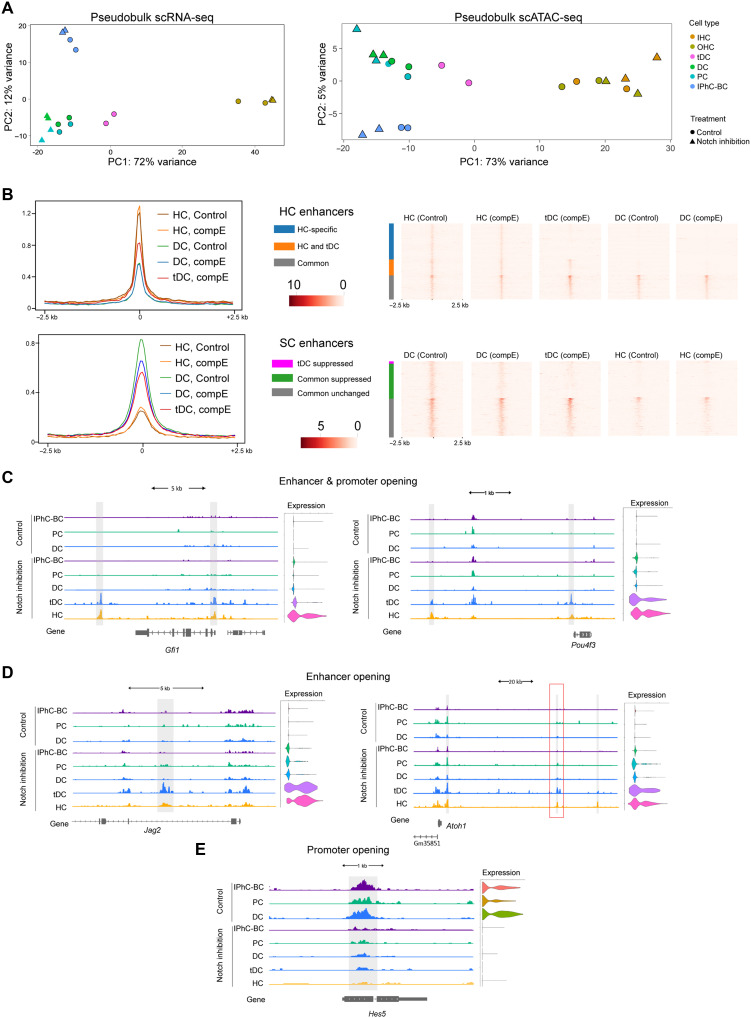
Coordinated transcriptional and epigenomic remodeling distinguishes tDCs from stable SCs. (**A**) Principal components analysis (PCA) of pseudobulk single-cell RNA-seq (left) and ATAC-seq (right) data showing clear separation of major cochlear cell types under control (DMSO) and Notch inhibition (compound E, compE) conditions, while in tDCs (pink) there was a clear shift with Notch inhibition, separating from stable DCs toward a HC like fate. (**B**) Average signal intensity profile and heatmaps of chromatin accessibility at enhancer categories (HC and SC enhancers). Top: HC enhancers are clustered into three groups, enhancers accessible exclusively in HCs, blue; enhancers accessible in both HCs and tDCs, orange; commonly accessible enhancers, gray. tDCs gain accessibility at a subset of HC-associated enhancers, closely resembling HCs under compound E treatment. Bottom: SC enhancers clustered into enhancers losing accessibility in tDC, magenta; enhancers with decrease in accessibility in all DCs, green; enhancers whose accessibility remains unaffected by Notch inhibition in grey. The majority of SC enhancers responding to Notch inhibition are affected in all DCs, but their accessibility loss is more prominent in tDCs. (**C** to **E**) Representative genome browser tracks illustrating distinct modes of regulatory remodeling with transcriptional changes following Notch inhibition (gray boxes highlight the locus changes). (C) enhancer + promoter gaining chromatin accessibility (*Gfi1* and *Pou4f3*), (D) enhancer-only increase in accessibility (*Jag2*, *Atoh1*), and (E) decreasing promoter accessibility (*Hes5*). Violin plots indicate corresponding gene-expression levels. Data represent two independent biological replicates per condition.

Next, to identify regulatory elements underlying the transition, we analyzed chromatin accessibility at curated HC-specific and SC-specific enhancers [previously identified in (*16*)] (Fig. 4B and fig. S6A). Aggregate ATAC-seq profiles (metaplots, left) revealed that tDCs (red-compound E) exhibited elevated accessibility across HC enhancers, approaching levels observed in native HCs (brown/orange), whereas accessibility of HC enhancers in both control DCs (green) and DCs exposed to Notch inhibition but not converted (blue) remained low (Fig. 4B). Heatmaps confirmed this pattern and further revealed a subset of enhancers that were shared between tDCs and HCs but remained inaccessible in non-tDCs, indicating partial convergence toward an HC regulatory landscape.

Conversely, analysis of SC enhancers revealed selective loss of accessibility in tDCs (Fig. 4B and fig. S6A). While some SC enhancers were broadly reduced following Notch inhibition, a distinct subset (“tDC suppressed,” pink) was specifically reduced in tDCs, whereas stable DCs retained accessibility at these loci. We also found a group of SC enhancers that became closed in tDCs, matching the closed state seen in HCs (SC-tDC suppressed, green).

In contrast to distal regulatory elements, genome-wide metaprofiles revealed few changes in accessibility at either HC or SC gene promoters [previously identified by (*16*)] between compound E–treated and control (fig. S6B), reiterating the key role of enhancers in the establishment of cell-fate transcriptional programs. Within each cell type, including tDCs, promoter accessibility profiles overlapped closely between treatment conditions, indicating that the core promoter landscape remains largely conserved. However, a small but biologically meaningful subset of promoters displayed accessibility changes specifically in tDCs. These included key HC regulators such as *Pou4f3* (Fig. 4C), *Nhlh1*, *Neurod6*, and *Dll1* (table S4), which gained accessibility together with up-regulation of their expression, while *Hes5* was the only SC-associated promoter that lost accessibility (Fig. 4E and table S4). In contrast, most promoters including HC (*Hes6*) and SC (*Heyl*) genes showed minimal differences across conditions (fig. S6C), suggesting that the core promoter landscape remains largely stable during this transition.

Notably, while *Atoh1* expression was modestly induced across several SC clusters, its chromatin accessibility remained largely unchanged except its enhancer 2 element, previously defined as an HC-specific regulatory region (*27*). This selective opening demonstrates that tDCs epigenetically engage the HC gene-regulatory network (Fig. 4D, red box), while *Pou4f3 and GFi1*, downstream targets of Atoh1, showed marked promoter accessibility gains and transcriptional induction specifically in tDCs (Fig. 4C), indicating that strong Atoh1 activation is required to unlock its regulatory elements. This pattern suggests a hierarchical sequence in which Atoh1, as an upstream master regulator, becomes transiently activated from an already accessible locus, subsequently inducing chromatin opening at downstream HC genes such as *Pou4f3.*

Our locus-level analyses defined four regulatory modes underlying the transition from SC to HC identity: (i) coordinated enhancer + promoter activation *(Pou4f3* and *Gfi1*; Fig. 4C), (ii) enhancer-specific priming (*Atoh1* and *Jag2*; Fig. 4D), (iii) promoter-specific repression (*Hes5*; Fig. 4E), and (iv) chromatin stability with transcriptional activation (*Hes6*) or chromatin stability with transcriptional silencing (*Hey1*) (fig. S5C). This spectrum of remodeling underscores the stepwise and gene-specific nature of the regenerative response, in which only a subset of loci achieves full enhancer promoter activation.

While Notch inhibition broadly down-regulated SC identity genes, most of these loci did not show corresponding changes in chromatin accessibility (fig. S5C). The only clear exception was *Hes5*, which lost promoter accessibility in all SCs including tDCs (Fig. 4E). This likely reflects the fact that many SC genes are controlled by constitutively open promoters and broadly accessible chromatin regions, allowing transcriptional repression to occur without major structural remodeling. In contrast, a subset of SC specific regulatory elements, particularly distal enhancers, showed clear loss of accessibility specifically in tDCs, indicating targeted selective removal of the SC enhancer landscape during fate conversion. This selective enhancer remodeling explains why only some SC genes show accessibility changes, while most are transcriptionally repressed without accompanying chromatin closure. Motif analysis of enhancers shared between tDCs and HCs showed enrichment for Atoh1, Pou4f3, and Six1 motifs, indicating that tDCs open regulatory regions governed by core HC transcription factors (fig. S5D and table S5).

Together, these findings demonstrate that tDCs selectively activate HC gene regulatory elements, while repressing SC associated regulatory regions, and that this regulatory rewiring occurs primarily at distal enhancers with limited but strategic promoter level remodeling at pivotal regulators that reinforce the transition toward an HC-like state.

## DISCUSSION

Here, we identify a fate-primed SC subpopulation in the neonatal cochlea. Using live imaging and single-cell multiomics, we uncover how Notch inhibition selectively unmasks a rare subset of DC with transcriptional and epigenetic features that confer regenerative competence, while neighboring SCs remain refractory. Our data capture tDCs as an intermediate state, distinct from both stable SCs and mature HCs. This transitional identity is defined by enhancer remodeling and partial activation of HC gene programs, providing a snapshot of the earliest steps of fate conversion. These findings provide insight into why Notch inhibition induces only limited regeneration and provide a mechanistic framework for differential SC plasticity.

Our study provides insights into the cellular and molecular heterogeneity underlying the limited regenerative capacity, with a subtype dependent on the neonatal cochlea. Notch inhibition exhibited a limited regenerative potential in the neonatal stage, promoting OHC formation in the mid and apex turns by the transdifferentiation of DCs, mainly from the lateral row (DC3) (Figs. 1 and 2). This study establishes DCs as a uniquely responsive SC subtype and positions live imaging as a critical tool for resolving the interplay between molecular reprogramming and epithelial architecture during sensory regeneration. Beyond fate conversion, our live imaging uncovered morphological plasticity and migratory behaviors of SCs among Notch inhibition, including both responsive and nonresponsive cells. This behavior disrupts the normal epithelial patterning, including the mixing of different epithelial layers. These dynamic cellular rearrangements indicate that Notch inhibition triggers coordinated changes in architecture alongside transcriptional reprogramming.

With the single-cell multiomics, the picture was refined by uncovering significant heterogeneity in the regenerative competence of SCs. We identified that Notch inhibition does not elicit a uniform regenerative response across SCs, but instead reveals distinct subpopulations with heterogenous plasticity and regenerative capacity (Figs. 3 and 4). Notably, we showed a subset of DCs that respond to Notch inhibition transcriptionally and epigenetically by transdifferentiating into HC, which we termed tDC, exhibiting dynamic morphological remodeling and activation of HC gene programs (*Atoh1*, *Pou4f*3, and *Hes6*), increased chromatin accessibility at key HC loci such as *Pou4f3.* Notably, promoter accessibility was globally stable, selective promoter changes at key regulators (e.g., *Pou4f3*, *Dll1*, and *Hes5*) reinforce the idea that transcriptional commitment is secured by a small number of pivotal nodes, whereas broad enhancer remodeling drives the wider fate competence of tDCs. Integration of accessibility profiles revealed distinct regulatory modes across the genome, including regions showing enhancer-specific, promoter-specific, or combined enhancer-promoter remodeling, while others remained unchanged (Fig. 4 and fig. S5B). GO analysis further supported this interpretation, highlighting enrichment for developmental and morphogenetic programs associated with adhesion, junctional remodeling, and epithelial differentiation, consistent with the cellular reorganization and structural plasticity observed in live imaging. In contrast, other SC subtypes, including IPhCs and BCs, remained transcriptionally silenced and epigenetically refractory to fate conversion despite effective Notch pathway repression, highlighting intrinsic differences in regenerative potential among SC populations. While live imaging demonstrated DC transdifferentiate toward OHC-like morphology, the single-cell multiomic data did not clearly resolve an OHC fate. This may reflect the early time point analyzed, capturing cells in an intermediate transcriptional state before full OHC specification.

Our results thus extend existing models by providing a mechanistic framework for understanding differential SC plasticity. Rather than viewing Notch inhibition as a global regenerative cue, we propose a refined model in which the cochlear sensory epithelium comprises at least two functional SC classes: responsive SCs, which are molecularly and epigenetically primed for transdifferentiation, and “stable” SCs, which resist reprogramming even under permissive conditions, precisely identifying a fate-competent SC subpopulation. Transcriptional and epigenetic priming for HC fate was revealed using high-resolution live imaging and single-cell multiomics, providing mechanistic insights into what distinguishes these responsive cells from nonresponsive ones. These findings fill a critical gap in the field: While Notch inhibition has long been known to induce limited SC to HC conversion, the identity of the competent cells and the molecular basis of their selective responsiveness has remained unknown. By identifying this rare population at single-cell resolution, our study defines the molecular and epigenetic features that distinguish a fate-competent SC state. Since our multiomic analysis captures a single early time point following Notch inhibition, it does not resolve the temporal sequence of events preceding entry into the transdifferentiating state. Future studies with finer temporal resolution will be required to determine whether competence emerges de novo upon pathway inhibition or reflects preexisting heterogeneity within the DC population.

While our data identify tDCs at the transcriptional and epigenomic levels, the signals underlying their preferential emergence in the lateral (DC3) region remain to be determined. We note that future studies incorporating higher resolution signaling, transcriptional, and epigenetic spatial could provide additional insights into the regulatory states that predispose specific DC subtypes, such as DC3, to respond to Notch inhibition. Such approaches may clarify whether distinct signaling or chromatin priming underlies the selective responsiveness observed in DCs.

Our findings indicate that transcriptional repression of SC identity alone is insufficient to drive fate conversion; rather, only tDCs can overcome additional regulatory constraints to initiate the HC lineage program. The persistence of a transcriptionally silent state in stable DCs, PCs, and IPhCs-BCs despite robust Notch target down-regulation suggests the existence of additional epigenetic barriers preventing HC gene activation. Thus, we provide the molecular definition of a fate-primed SC state and demonstrate how transcriptional and epigenetic priming combine to confer regenerative competence.

These findings suggest that low regenerative efficiency after Notch inhibition is due to intrinsic heterogeneity in epigenetic competence among SCs. Overcoming this bottleneck will require identifying the mechanisms that endow tDCs with their unique competence and, critically, how to induce this state in other SC types. This could involve targeted manipulation of signaling pathways (e.g., combined Notch and FGF inhibition) together with epigenetic reprogramming to unlock closed chromatin at HC regulatory loci. Moreover, the morphological plasticity and migratory behaviors we observed reveal that regeneration involves not just molecular reprogramming but also large-scale architectural remodeling that highlighting the importance of integrating tissue mechanics and patterning into regenerative approaches.

Future work should focus on elucidating the barriers that maintain stable SCs in a refractory state and on discovering strategies to convert them into responsive SCs. Approaches such as isolation tDC, ex vivo organoids assay or CRISPR-based epigenetic activation of key HC-associated enhancers in stable SCs. These strategies could reveal the molecular switches that govern SC fate competence and provide a blueprint for reprogramming nonresponsive cells. The concept of a fate-primed progenitor-like SC subpopulation may also extend beyond the cochlea to other tissues with limited regenerative capacity.

Our findings extend existing models by showing that regeneration in the cochlea involves both molecular and structural dimensions (Fig. 5). Notch inhibition uncovered coordinated transcriptional reprogramming, enhancer remodeling, and large-scale tissue dynamics, including rearrangement and mis-patterning. Together, these processes reveal that regenerative competence requires the integration of molecular priming (transcriptional and epigenetic) with architectural adaptability at the tissue level.

**Fig. 5.**
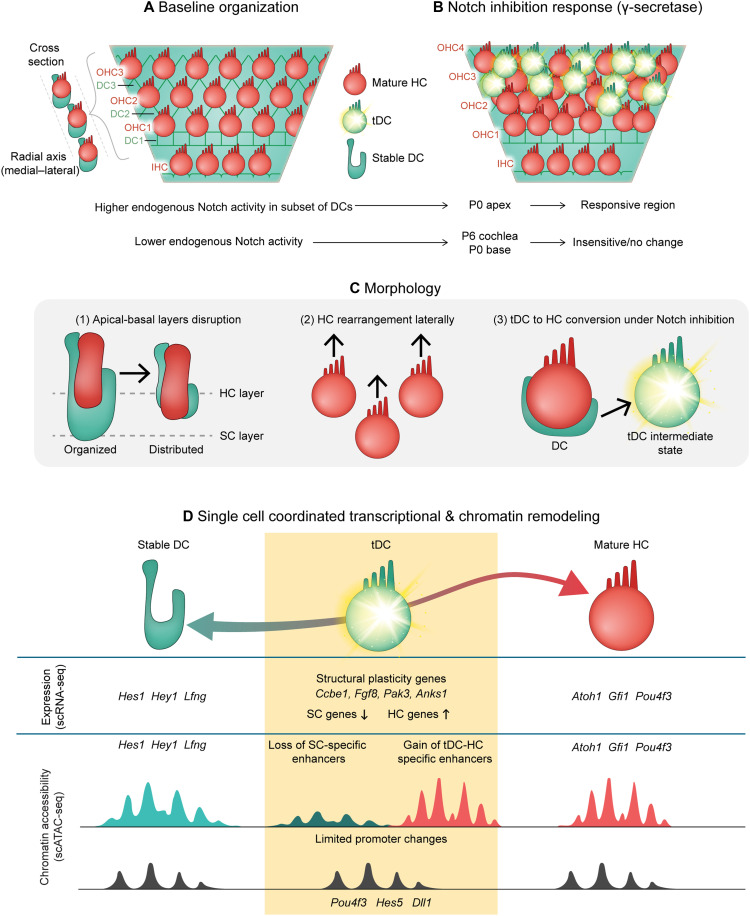
Integrated model summarizing the multilevel of tDCs to Notch inhibition in the neonatal cochlea. (**A**) Baseline organization of the neonatal (P0-P1) organ of Corti. In the neonatal (P0-P1) organ of Corti, Deiters’ cells (DC1-DC3) form organized apical-basal layers beneath the three rows of OHC1-OHC3 and IHC. Baseline Notch activity is heterogeneous across DCs, and only a subset exhibits higher endogenous Notch signaling. Consistent with developmental restriction of regenerative competence, responsiveness is strongest at the P0 apex and reduced at the P0 base and by P6, correlating with lower endogenous Notch activity. (**B**) Notch inhibition response (γ-secretase). Following Notch inhibition, only a subset of DCs enters an intermediate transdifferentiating state (tDCs). (**C**) Morphological remodeling: Notch inhibition induces epithelial disorganization characterized by apical-basal disruption of DC layers and lateral rearrangement of preexisting OHCs. Live imaging reveals that only a limited number of true DC-to-HC conversion events occur, whereas a substantial fraction of apparent supernumerary HCs arise from rearrangement and repositioning of preexisting HCs within the epithelium. (**D**) Single-cell coordinated transcriptional and chromatin remodeling. At single-cell resolution, transition from stable DC to tDC and ultimately to mature HC is accompanied by coordinated changes in gene expression and chromatin accessibility. scRNA-seq: tDCs down-regulate SC genes (*Hes1*, *Hey1*, and *Lfng*) and up-regulate HC regulators (*Atoh1*, *Gfi1*, and *Pou4f3*), together with structural plasticity genes involved in adhesion and cytoskeletal remodeling (*Ccbe1*, *Fgf8*, *Pak3*, and *Anks1*). scATAC-seq: Chromatin remodeling includes loss of SC-specific enhancer accessibility, gain of HC-specific enhancer accessibility, and selective promoter opening (e.g., *Pou4f3*, *Hes5*, and *Dll1*), while many promoters remain stable.

Together, these data support a model in which only a developmentally restricted subset of DCs undergoes coordinated transcriptional and epigenetic reprogramming, acquiring both HC fate determinants and structural plasticity required for epithelial reorganization.

In summary, this study demonstrates that regenerative competence in the neonatal cochlea is not uniformly distributed but confined to a distinct SC subpopulation with unique molecular, epigenetic, and morphological properties. This recognition of intrinsic heterogeneity and the identification of the fate-primed SC population provide a conceptual framework and practical roadmap for developing effective strategies to regenerate sensory HC in the damaged mammalian cochlea.

## MATERIALS AND METHODS

### Experimental animals

Experiments with mice were carried out at Tel Aviv University (TAU) and meet the guidelines of the NIH Guide for the Use of Laboratory Animals and is approved by the Institutional Animal Care and Use Committee (IACUC) of TAU, numbers TAU-MD-IL-2311-165-2 for Lfng^EGFP^ and TAU-LS-IL-2212-174-2 for Atoh1^mCherry^. Animal usage for the single cell-multiome experiment was approved by IACUC 1187 at Creighton University.

Lfng [B6;FVB-Tg(Lfng-EGFP)HM340Gsat/Mmucd] mice, generated by the GENSAT project, were used to obtain labeled SC (*20*, *28*). The mouse strain used was B6;FVB-Tg(Lfng-EGFP)HM340Gsat/Mmucd, RRID:MMRRC_015881-UCD, obtained from the Mutant Mouse Resource and Research Center (MMRRC) at the University of California at Davis, an NIH-funded strain repository. This strain was donated to the MMRRC by N. Heintz, PhD, from the Rockefeller University, GENSAT. Cryopreserved sperm were recovered to grow mice by the Cryopreservation Unit at the Gray Faculty of Medical and Health Sciences and were maintained on a C57BL/6 background. EGFP primers are as follows: forward primer, CGA AGG CTA CGT CCA GGA GCG CAC; and reverse primer GCA CGG GGC CGT CGC CGA TGG GGG TGT, yielding a 300 bp band. Math_Cherry_F - GGTAGTTTGCCGTAATGTGAG XFPN_R - CTCCTCGCCCTTGCTCACC, yielding 467 bp. Atoh1^mCherry^ mice were a gift to D. Sprinzak from C. Petit, Institut Pasteur, and were maintained on a C57BL/6 background. Genotyping was performed using the KAPA HS Mouse Genotyping Kit from Sigma-Aldrich (catalog no. KK7351 220).

### Cochlea culture

All cochleae were dissected from postnatal P0-P1 and P6 from wild-type strain, Lfng^EGFP^ (*20*), and Atoh1^mCherry^-Lfng^EGFP^ (*20*, *25*) mice. Inner ears were isolated, placed on a dish with Dulbecco’s phosphate-buffered saline (PBS) without CA and MG Sartorius (catalog no. 02-023-1A) and cochlea were further dissected under the microscope and cultured for 24 to 48 hours.

Cochleae were cultured with Cell-Tak or Millicell Standing Cell Culture 24 well (catalog no. PICM01250). Cochlear culture medium is as follows: Gibco N-2 Supplement (100X) catalog. no. 17502048, Thermo Fisher Scientific; DMEM/F12 D6421-500ML, Merck; ciprofloxacin hydrochloride, Enzo Life Sciences, catalog number ALX-380-288G005 (1:1000); and with 400 μl of fetal bovine serum (FBS), 500 ml, Origin US SALE-SH30071.03IR25-40. The compound E 2 μM, gamma secretase inhibitor from Abcam (AB142164-1-B) was dissolved in DMSO.

### Dissociation and FACS sorting

Cochlear tissues were pooled from four organs into a single tube and dissociated by adding 200 μl of trypsin-EDTA solution (0.25%, T4049-100ML, Sigma-Aldrich) and PBS (1:1). The tube was placed in a water bath with gentle shaking at 300 rpm for 8 min. Following this, 100 μl of the dissociation solution was removed and replaced with 200 μl of PBS containing 10% FBS. A P200 pipette was then used to titrate the solution by pipetting it 300 times. The resulting cell suspension was passed through a 40-μm cell strainer to remove debris, followed by a 30-s centrifugation. Cells were then purified and collected using a BD FACSAria Flow Cytometer with a 100-μm nozzle. Flow cytometry analysis was performed at the Flow Cytometry Unit at the Research Infrastructure Core Facility at the Gray Faculty of Medical and Health Sciences, TAU as a service. Standard flow cytometry files (.fcs) were compensated and analyzed using BD Biosciences software. Two populations were quantified: “single EGFP only” and “double-positive populations.

The percentage of double-positive cells was calculated as: $\left(\frac{\#\text{double}-\text{positive}}{\#\text{double}-\text{positive}+\#\text{GFP}-\text{only}}\cdot 100\right)$. Quantification of responsive SC counts was based on events collected from the BD FACSAria. This approach controls for potential confounding factors such as dissociation efficiency, organ number, and cell viability.

### RNA-seq and data analysis

SCs were sorted into RLT Plus lysis buffer from the Qiagen RNeasy Plus Micro Kit (catalog no. 74034) and RNA was extracted according to the manufacturer’s instructions. The RNA quality was assessed using a TapeStation. Libraries were prepared from approximately 0.5 to 1 ng of total RNA from sorted cells (RNA integrity number > 7) using the SMART-Seq v4 PLUS Kit (Takara Bio). During cDNA amplification, 10 polymerase chain reaction (PCR) cycles were performed, and 16 PCR cycles were applied during library amplification. The prepared libraries were sequenced on the NextSeq 500 platform (Illumina) using the NextSeq 500/550 High Output Kit version 2.5 (75 Cycles) (Illumina). Both library preparation and sequencing were performed at the Genomics Research Unit, Life Sciences Inter-Departmental Research Facility Unit, TAU.

RNA-seq reads were preprocessed for quality and adaptor trimming using TrimGalore version 0.6.0 with Cutadapt version 1.15. STAR version 2.7.5c software was used to map the reads to GRCm38/mm10 mouse genome assembly and assign read counts to gene annotation.

Differential expression analysis was performed using DESeq2 version 1.46.0. Genes with at least twofold expression change and false discovery rate < =0.01 were considered differentially expressed.

### Immunohistochemistry

Mice were euthanized by decapitation. The inner ears were carefully dissected under operating binoculars and fixed in 4% paraformaldehyde for 2 hours at room temperature (RT). After fixation, the inner ears were washed in PBS and stored at 4°C until further fine dissection. The organ of Corti was isolated in PBS under the operating binoculars. Specimens were permeabilized and blocked in 2% Triton X-100 and 10% normal goat serum for 2 hours at RT. Subsequently, the specimens were incubated overnight at 4°C with the appropriate primary antibody, diluted in Phosphate Green antibody diluent (Bar Naor Ltd.), following the manufacturer’s instructions. After washing, the specimens were incubated for 2 hours at RT with the relevant secondary antibody, diluted in PBS according to the manufacturer’s guidelines. Last, the specimens were mounted in Fluorescent Mounting Medium (Aqueous) E18-E18 and imaged using a Leica SP8 confocal microscope.

### Live imaging

Cochlear explants were prepared and cultured as previously described (*25*). In brief, Matrigel (Corning, catalog no. 356237) was diluted with phenol red-free DMEM/F-12 (Thermo Fisher Scientific, catalog no. 11039021) supplemented with HEPES and l-glutamine. Explants were positioned apical side down in a drop of diluted Matrigel on glass-bottom dishes and incubated at 37°C for 20 min to allow polymerization. To minimize tissue drift, a drop of agarose, low geling temperature (Sigma-Aldrich, catalog number A4018) was placed on top, followed by 1 ml of culture medium containing either DMSO (vehicle control) or 2 μM compound E.

Time-lapse imaging was performed using a Zeiss LSM 880 confocal microscope (Zeiss, Oberkochen, Germany) equipped with a fast Airyscan detector, a temperature-controlled chamber (37°C), and a CO_2_ regulator (5% CO_2_). Images were acquired with Z-stacks of 40 optical sections at 0.7-μm intervals every 30 min over the course of the experiment. Acquisition was controlled with Zeiss ZEN software.

### Image analysis

Image processing and analysis were carried out in Fiji/ImageJ (NIH). Selected optical planes and time points were extracted from the raw datasets. For colocalization analysis, red and green channels were binarized, and colocalized signals were identified using the Image Calculator (logical AND operation). Double-positive cells at 48 hours were manually identified and then tracked retrospectively to the initial time point.

Each tracked cell was assigned an initial DC row position by counting the number of SCs separating it from the outer PC row. The final OHC row position was determined by the number of intervening HCs relative to the outer PC row (Fig. 2C). Side views were generated using the “Reslice” function in ImageJ. Quantification of tracked cell distributions was visualized as bar plots generated in Python using Matplotlib. “Reslice” in ImageJ. Bar plot of tracked cells was created using Python matplotlib.

### Statistical analysis

All statistical analyses were conducted using Prism 10 (GraphPad Software, San Diego, CA). Specific statistical tests, and corresponding *P* values are reported in the figure legends. For multiple group comparisons, significance was adjusted using the Holm-Sidak post hoc method.

### Single-cell multiomics, library prep and data analysis

Twenty-four hours after compound E or DMSO treatment, cultured organs were collected and dissociated for single-cell multiomics analysis following the protocol by 10X Genomic Inc. In brief, organs were collected into 1.5-ml tubes and digested with 200-μl 0.125% trypsin for 8 min at 37°C. Enzymatic digestion was stopped by adding 200 μl 10% FBS in Dulbecco’s PBS, and then digested organs were triturated with a 200-μl pipette until no visible tissue chunks. The resulting single-cell suspension was further processed following the Low Cell Input Nuclei Isolation protocol (10X Genomics, Nuclei Isolation for Single Cell Multiome ATAC + Gene Expression Sequencing, CG000365, Rev. D). After counting the number of nuclei and morphological examination under a microscope, the nuclei suspension was processed by a 10X Chromium iX controller for RNA and ATAC libraries. Resulting sequencing libraries were sequenced on NovoSeq X Plus platforms with either 10B or 25B flowcells for approximately 200 million paired-end reads (150 bp for read1/2, 10 bp for index 1 and 24 bp for index 2) per libraries.

Raw reads were first trimmed to retain required bases (28 + 10 + 10 + 90 bp for RNA and 50 + 8 + 24 + 49 bp for ATAC) and then processed using cellranger-arc; and processed data were further analyzed using packages Seurat version 4.0. Transcriptomic data were filtered, normalized, scaled, and then integrated for unsupervised cell clustering. Cell clusters were annotated on the basis of known marker genes (*26*), and then differentially expressed genes between treated and control samples were identified using FindMarkers command from Seurat or DESeq2 after deriving pseudo-bulk data from scRNA (table S6). On the basis of the cell type annotation of scRNA, aligned ATAC reads were grouped by cell types to make pseudo-bulk ATAC data for downstream analysis.

Chromatin accessibility peaks were detected by MACS2 software (--nomodel --nolambda, otherwise with default parameters), using two pseudobulk ATAC-seq replicates of each sample as input. For downstream analyses, peaks from different samples were merged to produce a single ATAC-seq peak annotation, and reads coverage in each sample was calculated using bedtools coverage function. Peaks with differential accessibility were detected using DESeq2 version 1.46.0. For visualization in genome browser, ATAC-seq reads coverage was calculated in 50-bp windows and normalized with bedtools coverage function.

De novo motif enrichment and enrichment analysis of known transcription factor motifs in differentially accessible ATAC-seq peaks were performed by Homer software (table S5). GO annotation and GO terms enrichment analysis was performed using Metascape online platform.

# Supplementary material for: Live imaging and multimodal profiling reveal transdifferentiation of a cochlear supporting cell subpopulation upon Notch inhibition
**Source:** Sci Adv. 2026 Jun 17;12(25):eaed3887. doi: 10.1126/sciadv.aed3887
**Supplement:** Supplementary file 1 — Figs. S1 to S6 Table S1 Legends for tables S2 to S6 Legends for movies S1 to S3

Supplementary Materials for  
**Live imaging and multimodal profiling reveal transdifferentiation of a cochlear supporting cell subpopulation upon Notch inhibition**

Lama Khalaily *et al.*

*Sci. Adv.* **12**, eaed3887 (2026)  
DOI: 10.1126/sciadv.aed3887

**The PDF file includes:**

Figs. S1 to S6  
Table S1  
Legends for tables S2 to S6  
Legends for movies S1 to S3

**Other Supplementary Material for this manuscript includes the following:**

Tables S2 to S6  
Movies S1 to S3

## Supplementary Figures

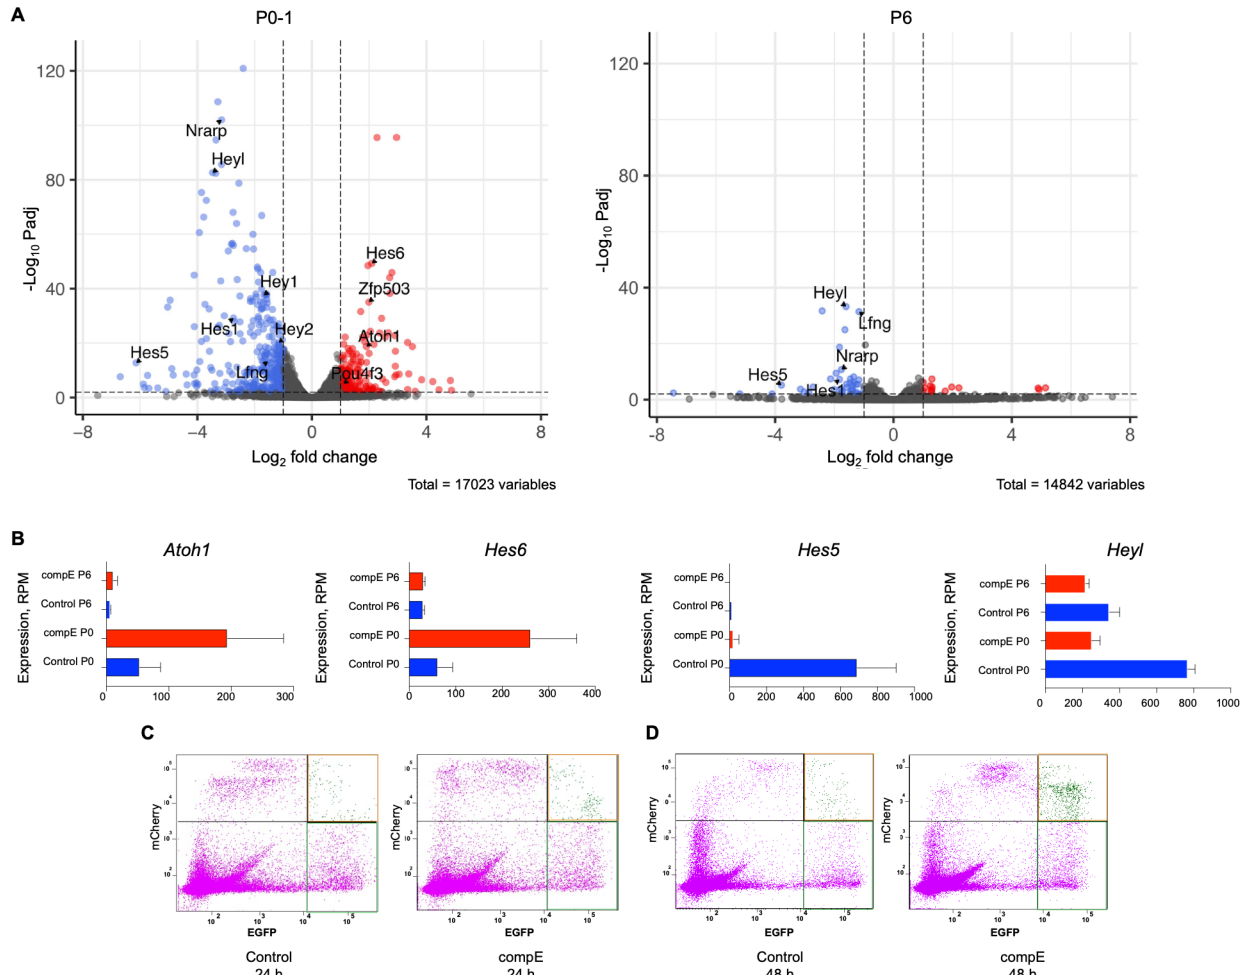

**Fig. S1. RNA-seq analysis validated stage-dependent changes in Notch target gene expression following Notch inhibition from supporting cells.** (A) Volcano plots showing differentially expressed genes upon Notch inhibition with compound E (compE) (2  $\mu$ M) compared to DMSO control in cochlear samples at P0-1 (left panel) and P6-7 (right panel). At P0-1, 176 genes were significantly upregulated (red dots) and 346 genes were significantly downregulated (blue dots). In contrast, at P6-7, only 15 genes were significantly upregulated, and 40 genes were downregulated, indicating a reduced transcriptional response to Notch inhibition at older stages (n = 6-8 cochleae). (B) Expression of key hair cell (HC) and supporting cell (SC) markers across developmental stages and treatment conditions. HC markers *Atoh1* and *Hes6* show increased expression upon Notch inhibition at P0-1, but this response is diminished at P6-7, correlating with restricted transdifferentiation potential at older stages. SC markers *Heyl* and *Hes5* show a decrease in expression, indicating a shift toward HC fate. (C, D) Representative FACS profile for sorting of P0 *Lfng*<sup>EGFP</sup>*Atoh1*<sup>mCherry</sup> cochleae after culture with DMSO or compound E for both 24 h and 48 h after culturing, used for sorting EGFP<sup>+</sup> only (green box) and EGFP<sup>+</sup>mCherry<sup>+</sup> populations to quantify percentage of double positive cells (orange box). The double positive cells are found in both control and treatment Notch inhibition, but the number increased after compound E treatment, indicating the transdifferentiation events.

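At P6, 0 of 15322 genes passed the thresholds with edgeR's quasi-likelihood test, and 289 had an unadjusted p under 0.05 where chance gives 766. The replicate block left the number at 0, with 1108 at an unadjusted p under 0.05 and a lowest edgeR adjusted p of 0.0904. DESeq2 called 13 genes, 2 higher and 11 lower with compound E, Hes1, Hes5 and Nrarp among the lower. DESeq2 with the batch block, chosen after seeing the values, called 55 genes, 15 higher and 40 lower, with Heyl and Lfng also among the lower. The spread between libraries was larger at P6, with a common biological coefficient of variation of 46.7% against 27.2% at P0. With the replicate block it was 30.6% at P6 and 18.8% at P0. The legend gives n as 6 to 8 cochleae, and the fits used 6 libraries at P6 and 8 at P0.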

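Atoh1 had 194 ± 90.0 RPM (SD, n = 4) with compound E and 53.2 ± 33.6 RPM (SD, n = 4) with DMSO at P0. The libraries of both treatments overlapped, and an exact two-sided permutation test that ignores the pairs gave p = 0.0571. Within pairs of the same replicate number, Atoh1 rose in 4 of 4, by log2 ratios of 1.66 to 2.26, and it passed the thresholds with the replicate block. Hes6 had 261 ± 98.9 and 61.5 ± 31.9 RPM at P0, with no overlap (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow). At P6, Atoh1 had 10.9 ± 6.94 RPM (SD, n = 3) with compound E and 6.31 ± 0.601 RPM (SD, n = 3) with DMSO. Without compound E replicate 1 the first of these means was 6.86 RPM. Hes6 had 30.8 ± 3.40 and 29.8 ± 3.23 RPM at P6, a difference smaller than the spread between libraries. The exact two-sided permutation p for Atoh1 at P6 was 0.200, where 3 against 3 cannot give less than 0.1.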

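Heyl had 34.2 ± 17.2 RPM (SD, n = 4) with compound E and 344 ± 84.2 RPM (SD, n = 4) with DMSO at P0, and 76.9 ± 36.0 RPM (SD, n = 3) and 237 ± 107 RPM (SD, n = 3) at P6. Hes5 had 21.1 ± 29.7 RPM (SD, n = 4) with compound E and 690.5 ± 210 RPM (SD, n = 4) with DMSO at P0. The compound E mean rested on replicate 2, at 65.4 RPM, and was 6.35 RPM without it. At P6, Hes5 had 0.653 ± 0.303 RPM (SD, n = 3) with compound E, from 12 to 25 counts per library, and 12.4 ± 9.40 RPM (SD, n = 3) with DMSO, from 80 to 558 counts. Both genes were separate between treatments at each age (exact two-sided permutation test, p = 0.0286 at P0 and p = 0.1 at P6, the smallest that 4 against 4 and 3 against 3 allow).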

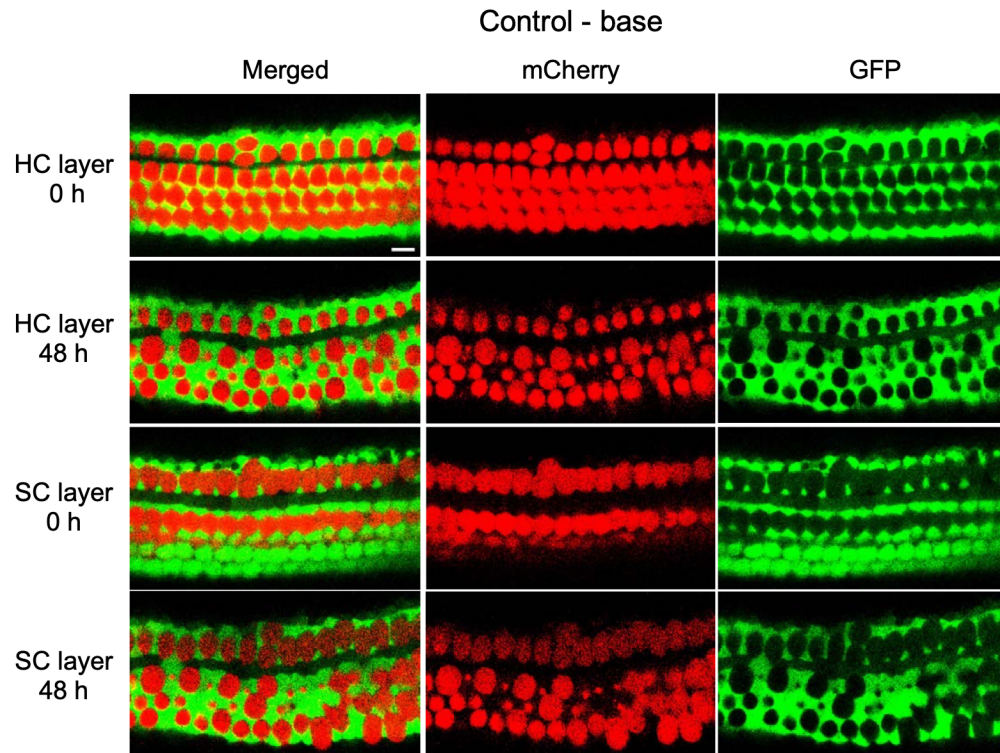

**Fig. S2. The precise pattern and layer organization in base treated with Notch inhibition.** Filmstrips from  $Lfng^{EGFP}Atoh1^{mCherry}$  cochlear explants showing compound E-treated samples on base region. Images represent the HC and SC layers at 0 h and 48 h.

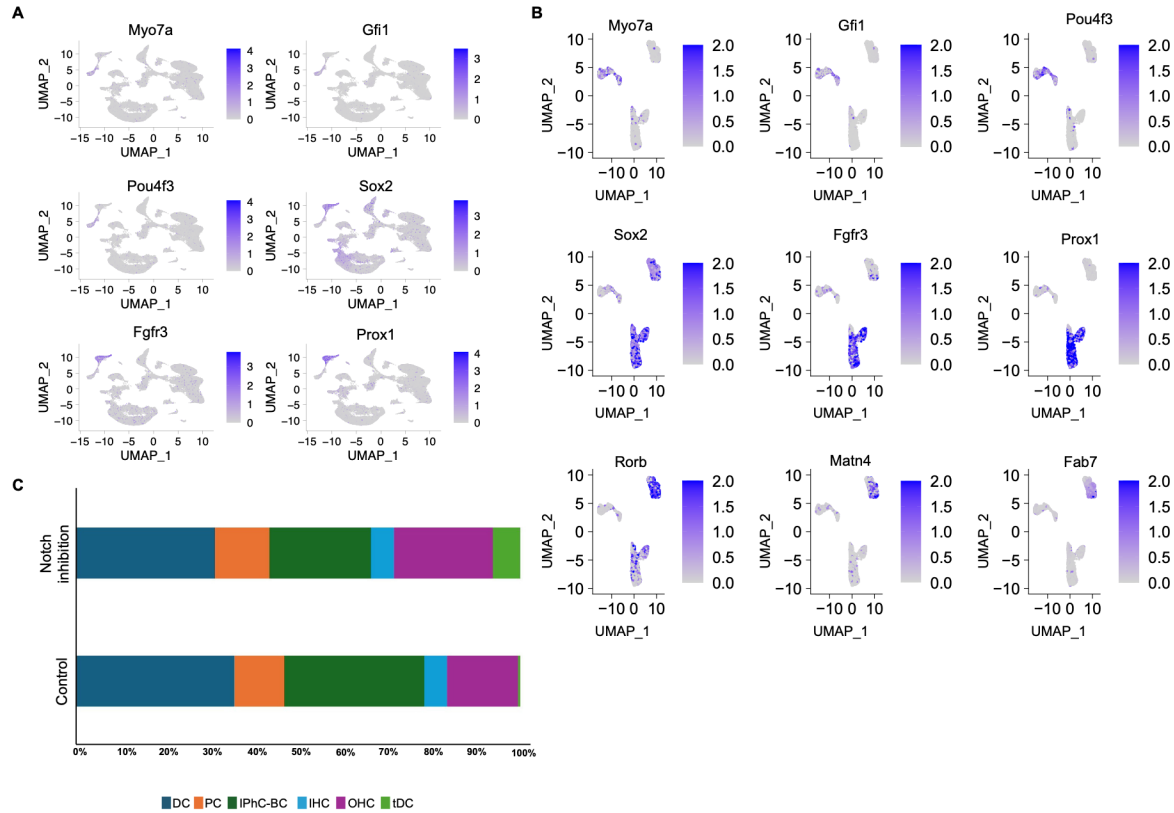

**Fig. S3. Marker gene expression and cluster distribution following Notch inhibition.** (A) Cluster annotation for expression of canonical marker genes across the UMAP projection used for identifying major cochlear cell populations. HC clusters were marked by *Myo7a*, *Gfi1*, and *Pou4f3*; DC and PC clusters by *Prox1* and *Fgfr3*; and IPHC-BC clusters by *Sox2*, consistent with their known molecular identities. (B) Marker gene projections onto the subcluster-level UMAP confirmed these assignments: tDCs expressed early HC-specific genes (*Myo7a*, *Pou4f3*, *Gfi1*), whereas stable DCs retained SC identity genes (*Sox2*, *Prox1*, *Fgfr3*). PCs expressed *Sox2*, *Fgfr3*, and *Prox1*, while IPHCs-BCs were characterized by *Sox2*, *Matn4*, *Fabp7*, and *Rorb*. (C) Proportions of cell per cluster in control versus Notch inhibition (compound E) samples shows enrichment of tDCs following Notch inhibition.

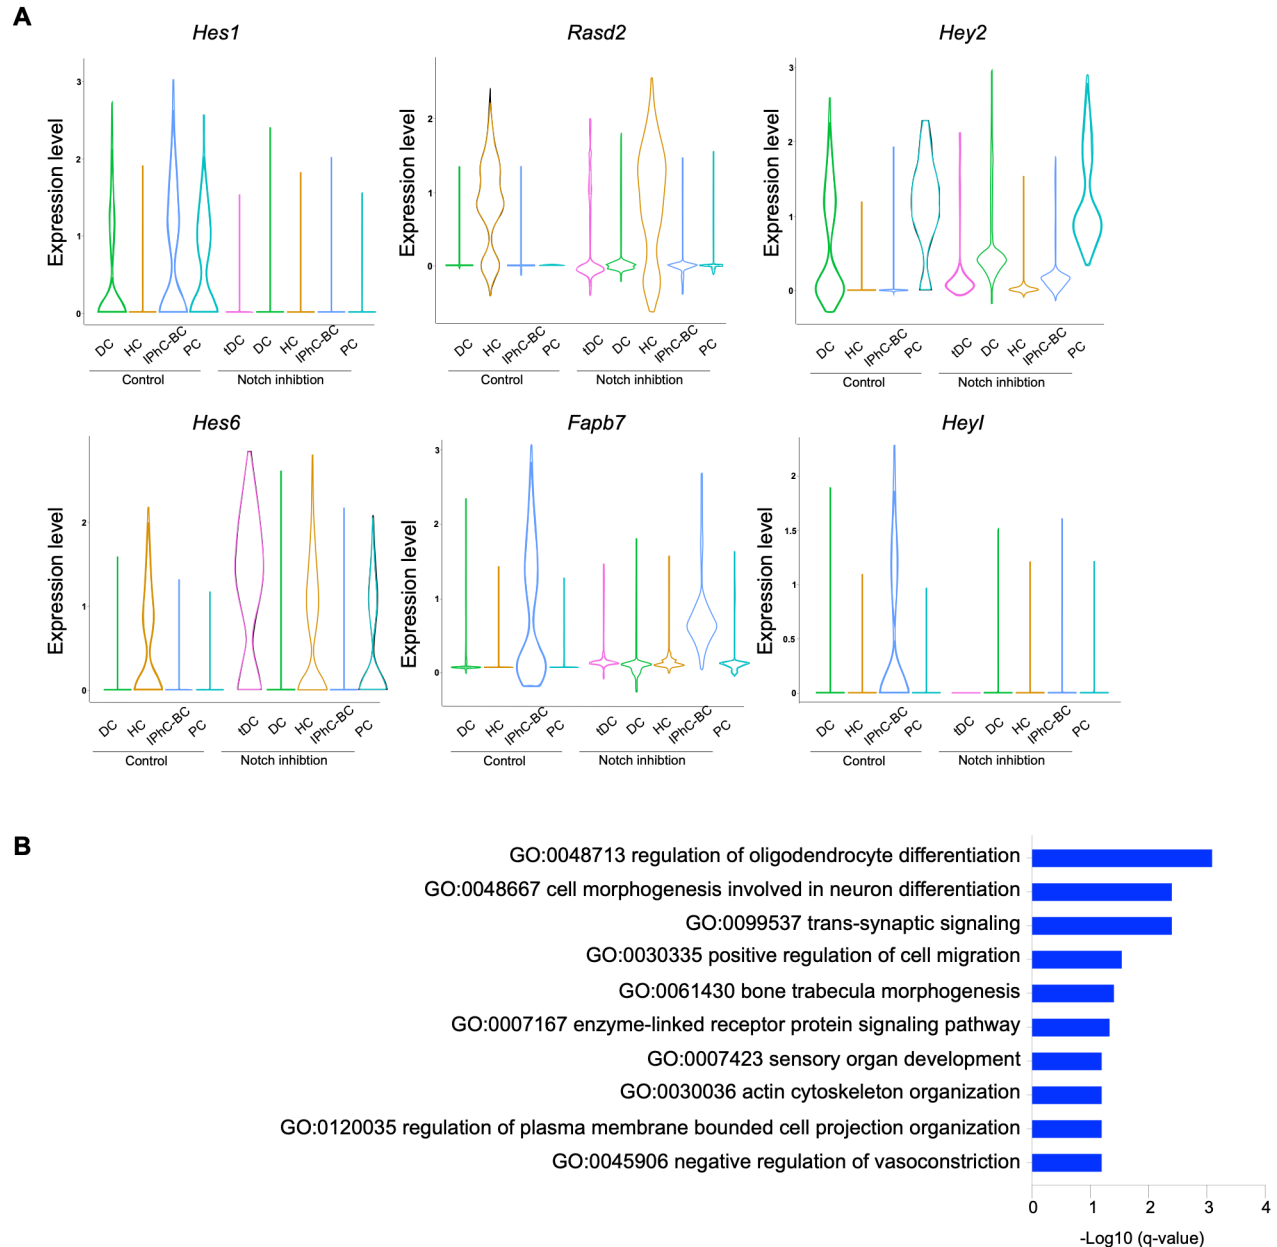

**Fig. S4. Gene expression changes and gene ontology for down-regulated genes. (A)** Gene expression changes shown by violin plots of canonical genes, *Hes1*, *Rasd1*, *Hey2*, *Hes6*, *Fabp7* and *Heyl*, and across cochlear cells from control to compound E-treated samples. Notch inhibition led to down regulation of *Hes1*, *Hey2*, *Fabp7* and *Heyl*, across all SC populations, while *Hes6* and *Rasd1* was selectively up regulated in tDCs, consistent with initiation of HC-associated transcriptional programs. *Hey2* expression remained high in PCs, and *Fabp7* persisted in IPhCs, indicating incomplete repression in these subtypes. **(B)** Gene Ontology enrichment analysis of down-regulated genes in tDCs identified processes related to cell morphogenesis, cytoskeletal reorganization, and migration, reflecting a transition from a stable epithelial to a motile, remodeling state.

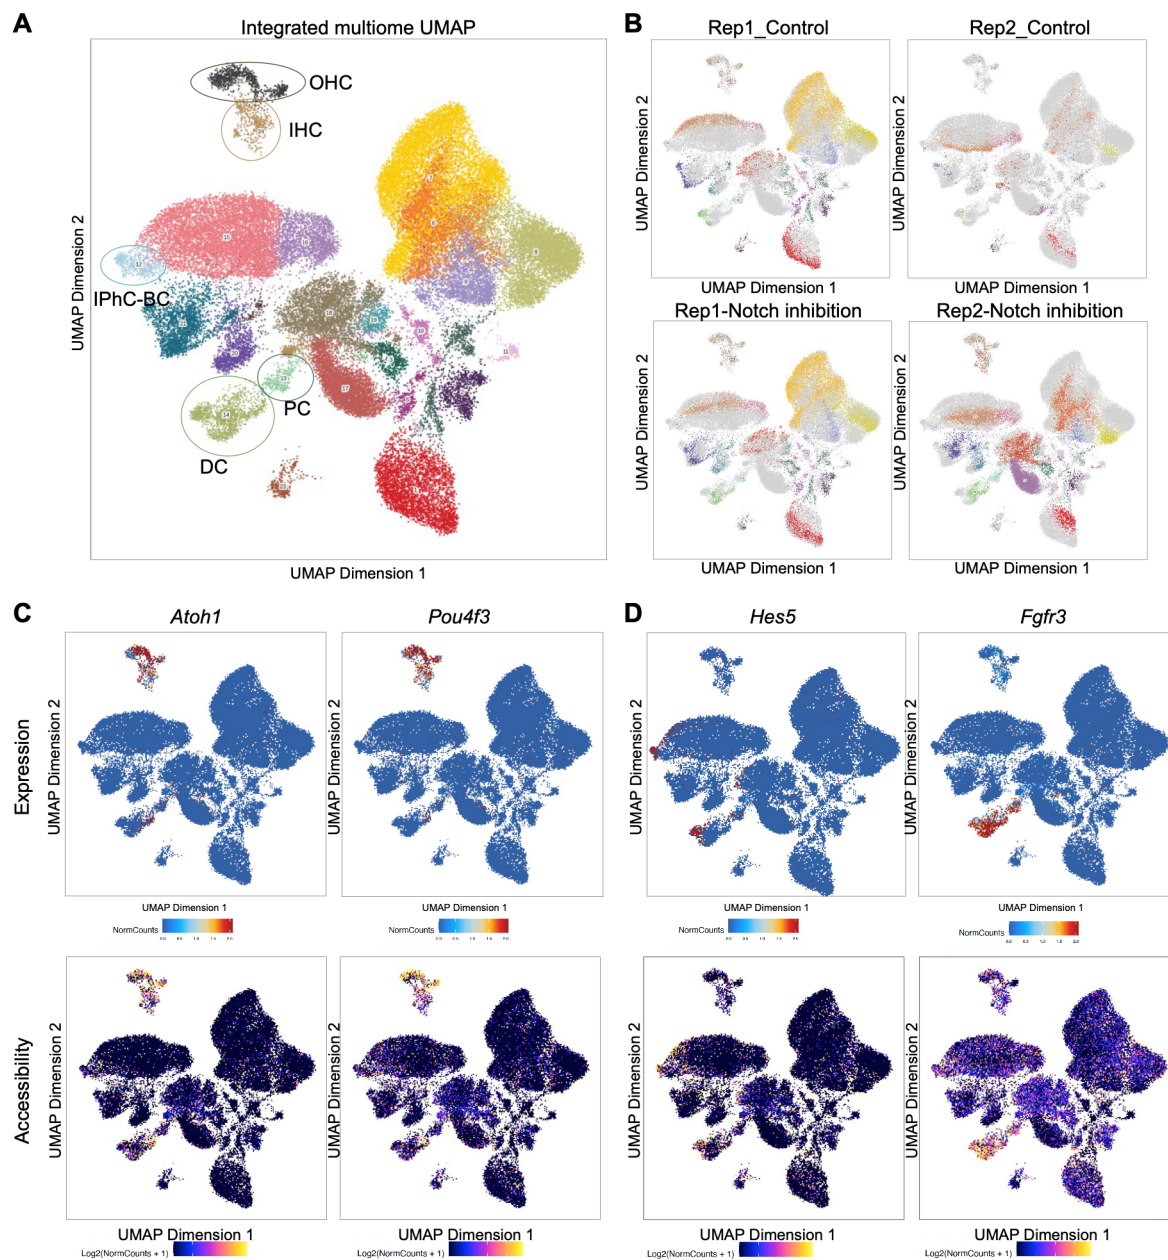

**Fig. S5. Multi-ome integration, sample origin, and concordance between gene expression and chromatin accessibility.** (A) UMAP projection generated from integrated sc-RNA and ATAC multi-ome data, colored by cluster identity and annotated with major cochlear cell populations. (B) The same UMAP coordinates colored by sample origin, showing cells from DMSO controls (top row) and compound E treatment (bottom row) across two biological replicates. (C) Representative feature plots showing concordance between gene expression (top) and chromatin accessibility (bottom) for HC-associated genes (*Atoh1*, *Pou4f3*). Accessibility patterns closely mirror transcriptional enrichment in HC clusters. (D) Feature plots of SC-associated genes. Both *Hes5*, a canonical Notch target, and *Fgfr3*, a SC marker, show enriched expression and accessibility within SC clusters, consistent with their established roles in SC identity.

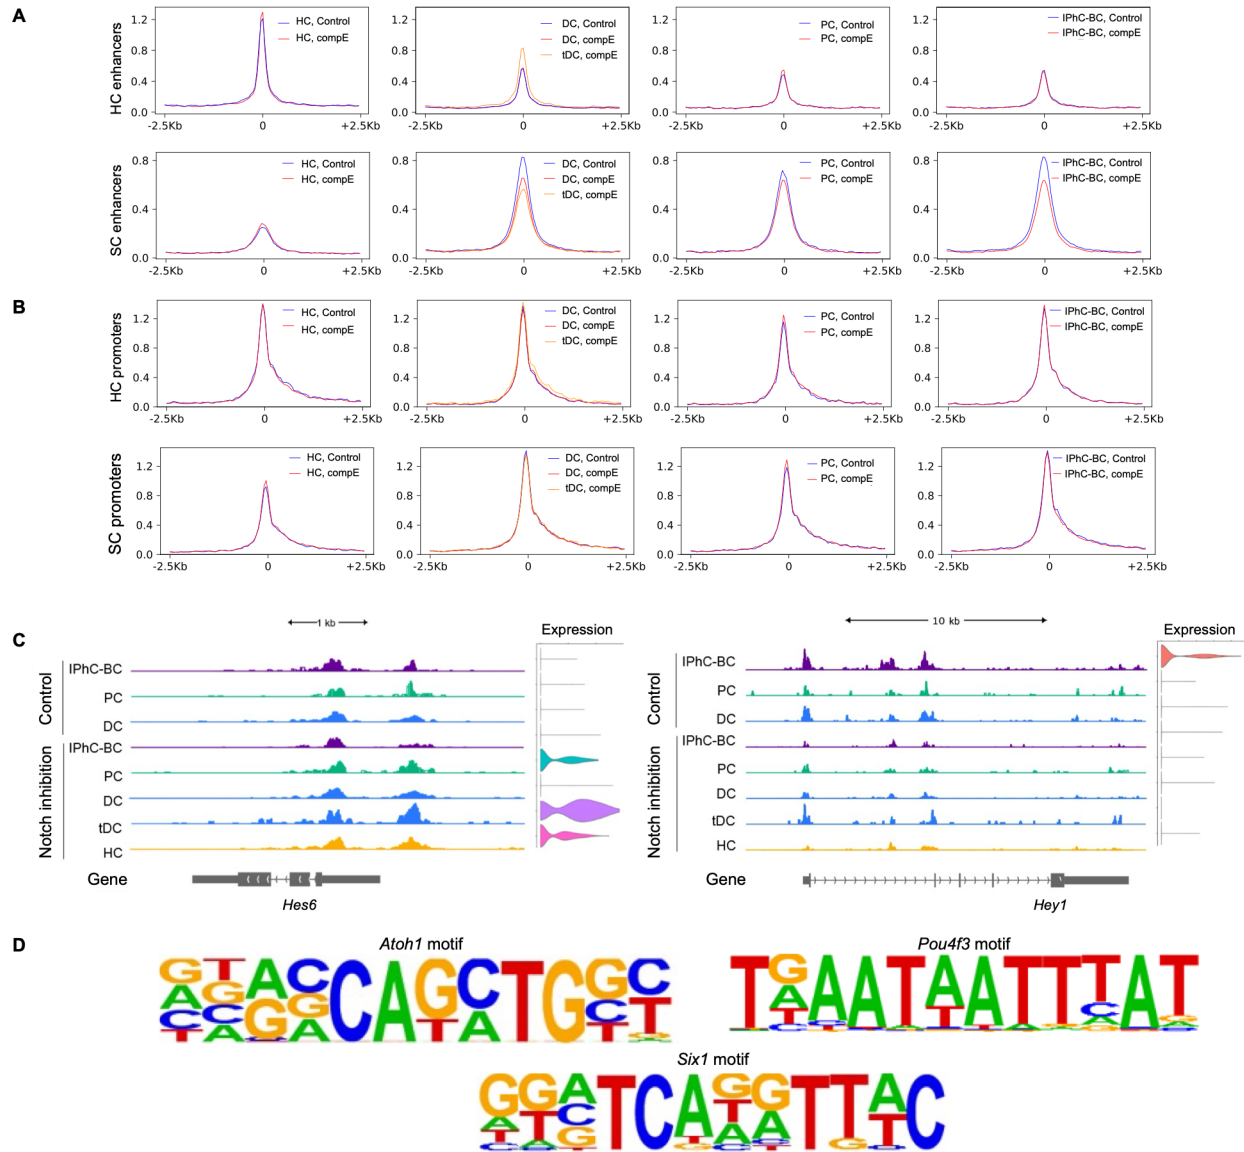

**Fig. S6. Chromatin accessibility remodeling and HC motif enrichment in tDCs following Notch inhibition.** (A-B) Aggregate accessibility plots for enhancer and promoter regions of HC and SC. (A) Accessibility profiles centered on transcription factor binding sites within HC-specific (top) and SC-specific (bottom) enhancers. tDCs showed a striking gain of accessibility at HC-specific enhancers compared with DCs and PCs, while SC enhancer accessibility showed some lower accessibility compared to control DCs. (B) Aggregate accessibility plots for promoter regions of HC and SC. Accessibility centered on transcription start sites of HC-specific (top) and SC-specific (bottom) promoters. Only a small subset of promoters displayed tDC-specific accessibility changes (summarized in table S4). (C) Representative ATAC-seq signal tracks showing accessibility profiles at *Hes6* and *Hey1* across cochlear cell types from control and compound E-treated samples. Each track represents aggregated accessibility from IPhC-BC, PC, DC, tDCs, and HC with their expression level. Notch inhibition maintained stable accessibility for *Hes6* and *Hey1* across all conditions. (D) Motif analysis of tDC-HC shared HC enhancers revealed significant enrichment for *Atoh1*, *Pou4f3*, and *Six1* motifs, indicating that tDCs engage canonical HC transcriptional regulators through enhancer activation.

## Supplementary Tables

**Table S1. Overview of bulk RNA-seq datasets from P0 and P6 cochlear explants under Notch inhibition (compound E, compE) and control conditions (DMSO) (related to Fig. S1A).**

| Sample        | Total reads, mln | Uniquely mapped, mln | Uniquely mapped, % |
|---------------|------------------|----------------------|--------------------|
| P0_compE_rep1 | 65.1             | 54.5                 | 83.7               |
| P0_compE_rep2 | 26.9             | 22.0                 | 81.7               |
| P0_compE_rep3 | 48.3             | 39.7                 | 82.2               |
| P0_compE_rep4 | 44.4             | 36.6                 | 82.4               |
| P0_DMSO_rep1  | 37.9             | 31.2                 | 82.4               |
| P0_DMSO_rep2  | 54.6             | 45.1                 | 82.6               |
| P0_DMSO_rep3  | 44.5             | 36.0                 | 80.9               |
| P0_DMSO_rep4  | 42.0             | 34.5                 | 82.0               |
| P6_compE_rep1 | 32.4             | 27.6                 | 85.0               |
| P6_compE_rep2 | 35.4             | 30.9                 | 87.3               |
| P6_compE_rep3 | 35.8             | 30.9                 | 86.3               |
| P6_DMSO_rep1  | 30.4             | 25.9                 | 85.2               |
| P6_DMSO_rep2  | 34.8             | 29.9                 | 85.9               |
| P6_DMSO_rep3  | 54.4             | 45.9                 | 84.4               |

**Table S2. Quantification and fate tracking of GFP<sup>+</sup>mCherry<sup>+</sup> double-positive cells during live imaging in compound E-treated explants (related to Fig. 2).**

**Table S3. Gene Ontology enrichment (Biological Process) and annotation for up-regulated and down-regulated genes in tDCs compound E vs. DC-DMSO.**

**Table S4. Differential promoter accessibility analysis for tDCs compared to control DCs (DESeq2 results for promoter-associated peaks).**

**Table S5. Summary of motif enrichment analysis in differentially accessible regions (HOMER: de novo + known motifs).**

**Table S6. Pseudobulk RNA-seq differential expression analysis (DESeq2 results).**

## Supplementary Movies

**Movie S1.** *Lfng*<sup>EGFP</sup>;*Atoh1*<sup>mCherry</sup> cochlear explant from the apex region treated with compound E, showing the emergence of GFP<sup>+</sup>mCherry<sup>+</sup> double-positive cells of the OHC region. Scale bar: 10  $\mu$ m.

**Movie S2.** *Lfng*<sup>EGFP</sup>;*Atoh1*<sup>mCherry</sup> cochlear explant from the apex region treated with DMSO (control), showing stable tissue organization and absence of new mCherry<sup>+</sup> cells. Scale bar: 10  $\mu$ m.

**Movie S3.** *Lfng*<sup>EGFP</sup>;*Atoh1*<sup>mCherry</sup> cochlear explant from the basal region treated with compound E, showing no detectable appearance of GFP<sup>+</sup>mCherry<sup>+</sup> double-positive cells, indicating minimal responsiveness to Notch inhibition at the base. Scale bar: 10  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

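RNA-seq libraries of sorted Lfng-EGFP+ SCs were analysed, 4 with compound E and 4 with DMSO at P0 and 3 with each at P6. The authors trimmed the reads with TrimGalore and Cutadapt, mapped them with STAR to GRCm38, assigned them to genes and deposited raw counts for 35976 gene symbols in a table for each age. The annotation release and the use of strand in counting are not named in the paper's text. The deposited counts were not normalized or filtered, and 10113 genes had 0 counts in all P0 libraries and 12139 in all P6 libraries. Libraries were made by amplification of full-length cDNA without molecular identifiers, so reads of one gene are not independent molecules. No pair of replicate libraries differed by as little as the sampling noise (chi-square per degree of freedom of at least 20.5). Amplification adds spread of its own, so this cannot rule out libraries made from the same cells. Each library was counted as 1 sample, by its replicate number. Conditions, replicate numbers and batches were taken from the sample labels and table S1.

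RPM values were computed from the deposited counts as each count divided by the library's total over genes, scaled to the unit of the paper. Log2 fold changes, standard errors and p-values were computed from the deposited counts with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr at a minimum count of 10, glmQLFit and glmQLFTest. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.01 and at least a 2-fold change. The authors used DESeq2 with the same thresholds, and DESeq2 1.42.0 was run here as an alternative. Each age was fitted alone, with treatment as the only term. The interaction of age and treatment, and the comparison of P6 with P0 DMSO libraries, were fitted over all 14 libraries. Gene sets were tested with camera and fry of limma 3.58.1. Differences in RPM were tested with exact two-sided permutation tests.

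The genes named were fixed by rule: every gene that the text or fig. S1 names for these data, the 5 largest increases and 5 largest decreases at each age among called genes with a mean of at least 10 RPM in the higher group and no overlap between treatments, and, apart from the article's claims, the genes it names for tDCs and SC subtypes. No gene met the second part of the rule at P6. The sample groups, the tests at the article's claims, these rules and the alternatives listed below were fixed before the data were examined. Chosen later were the tests so named in the closing section and 17 further fits, which were run after the first counts had been seen. The 17 fits were DESeq2 with the batch as a block under 6 combinations of filters, edgeR's newer quasi-likelihood method and its robust form with and without blocks, and limma's voom with and without the batch block. The alternatives were DESeq2, DESeq2's size factors within edgeR, no filter on low counts, the replicate number or the batch as a block, counts downsampled to the smallest library (19415066 counts), an adjusted p of 0.05 with no fold threshold, all 14 libraries in one fit, other denominators for RPM, other gene set tests, and leaving out each library or pair of libraries.

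Replicate numbers follow the batches of the labels: at P0 replicates 1 and 2 are batches 1 and 2 and replicates 3 and 4 share batch 3, and at P6 the replicates are batches 4, 5 and 6. Deviations from the group means correlated across genes between the compound E and DMSO libraries of the same number, by 0.144 to 0.456 over the 4 numbers at P0 and by 0.251 to 0.605 over the 3 at P6, so the numbers were treated as pairs in the fits with the block.

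The edgeR and DESeq2 steps were tested on counts simulated from the real means, library sizes and spread, with 200 genes changed by log2 folds of 1.5 to 3. edgeR recovered 75% of them at P0 and 43.2% at P6, with at most 3 unchanged genes called at either age. DESeq2 recovered 83.7% and 67.2%, with up to 13 unchanged genes called at P0 and 35 at P6. For the interaction, 40% were recovered without and 31.5% with the replicate block, in 1 run. These simulated counts held no differences between pairs, so they do not show what the block gains or loses in the real libraries. Totals of 19415066 to 44430063 counts per library leave counting error small for genes above 10 RPM, and the spread between libraries sets the precision. Gene positions and overlaps are from the GENCODE annotation of GRCm38. The single-cell data of the article were not analysed here, apart from the gene lists of table S3, of which 159 of 160 up-regulated and 223 of 229 down-regulated symbols were found among the counted genes. Table S6 was not used.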

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

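The tests below of pairs moved between ages, library size at P0, supporting cell share, mesenchymal cells, batches, and batches shared between ages were chosen only after the result they bear on had been seen in part.

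Hes5 in compound E replicate 2 at P0 stood at 65.4 RPM, far from the other 3 libraries of its group, which lay between 1.98 and 9.36 RPM. Among the 42 groups of 4 P0 libraries examined this way, 1 held such a library, where chance gives 2.1. No technical or biological explanation was tested for it. Without this library the log2 fold change of Hes5 at P0 was -6.81 instead of -5.05.

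With the replicate block, 16 genes responded differently to compound E at P6 and P0, Hes6 (difference -2.02) and Zfp503 (-1.86) among them. Without the block none did in the reported fit, and 33 did with DESeq2, 2 at an adjusted p of 0.05 with no fold threshold and 1 without the filter on low counts. Grouping of the pairs by chance is argued against, since 1 of the 35 ways to assign 4 of the 7 pairs to P0 and 3 to P6, the real one, gave as many genes, and the other 34 gave 0. Swapping the treatments within pairs gave as many in 6 of 64 ways, which decides nothing, since a swap of P6 pairs adds a difference between ages and a swap of a P0 pair removes the P0 response. Library size is argued against: with every library at the smallest total, all 16 genes passed. Other cells in P6 batch 6 stay open: all 16 kept their sign and a difference of at least 2-fold without that batch, but the genes had been chosen from data that include it, and 0 passed the thresholds without it. A difference between the batches of each age cannot be told apart from age, since 0 batches held both. A smaller response at the older age stays open, as a hypothesis that these libraries do not settle.

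The paper's text and table S3 do not name Nipal4 (log2 fold change 2.94 at P0), Adamts15 (2.78), Col13a1 (2.72), Matn1 (2.59), Cysltr2 (-5.10), Tnfaip2 (-4.13) or P2ry6 (-3.85), which are 7 of the 10 largest changes chosen by rule among the genes called at P0. All 10 passed the thresholds at the smallest library total, and all 10 stayed at least 2-fold changed after a trend of fold change with GC content and transcript length was subtracted, which argues against both as the whole cause. With limma's voom without a block, chosen after seeing the values, Cysltr2 did not pass (log2 fold change -5.15, voom adjusted p = 0.0373). Of the 195 genes called at P0, 194 passed with the batch as a block, which argues against batches. The supporting cell list (8 genes, all expressed by the sorted cells) had a median log2 fold change of -0.76 with the replicate block, far less than the 5 largest decreases. This argues against an even loss of supporting cells as the whole cause of those decreases, which were picked as the largest. The list mixes markers of several subtypes and holds Lfng, a Notch target gene. It thus cannot exclude a loss of 1 subtype. The mesenchyme list (6 genes) had a median of -0.29 with 1 gene higher, with the replicate block. Its median was above 0 in 2 of 4 pairs, so its direction is not settled. Its largest log2 fold change was 0.44, for Lum, far less than the 5 largest increases. This argues against mesenchymal cells as the whole cause of those increases. Lum, the most abundant gene of the list, rose in 4 of 4 pairs and had 1050 RPM with compound E and 754 RPM with DMSO. Grouping by chance is argued against for the 195 genes, since 1 of the 35 splits of the 8 libraries, the real one, gave as many, and the other 34 gave 0, among them the 7 others that part every pair. A response to Notch inhibition stays open for these genes, as a hypothesis found and tested on the same libraries.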

How the results depend on the processing

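The number of P0 differentially expressed genes was 195, and it depended on the block and on the test. It was 350 with the replicate block (31.1% higher, against 19.5% without it), 334 with the batch block, 443 with DESeq2, 617 at an adjusted p of 0.05 with no fold threshold, and 117 with all 14 libraries in one fit. Fits that left out one library or one pair gave 1 to 225 genes. The lowest was without both libraries of replicate 4, and the other pairs left 206, 69 and 44 genes without replicates 1, 2 and 3. These last fits compare 3 libraries with 3, as at P6. The number at P6 was 0 in every edgeR fit, also when libraries or pairs were left out, and 13 with DESeq2.

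A further 17 settings were all chosen after seeing the values. At P0, edgeR's newer quasi-likelihood method gave 243 genes (238 in its robust form), and the robust form of the older method gave 194. With the replicate block these 3 gave 393, 393 and 353, and with the batch block 379, 383 and 334. limma's voom gave 199, and 356 with the batch block. DESeq2 with the batch block gave 523, 522 and 523 with independent filtering at 0.01, 0.05 and 0.1, and 524, 524 and 520 when genes with under 10 counts were first removed. At P6 all of the edgeR settings and voom without a block gave 0, voom with the batch block gave 4, and DESeq2 with the batch block gave 55 in each case, or 53 when genes with under 10 counts were removed. Of the 55, 34 were among its P0 genes.

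The interaction count of 0 became 33 with DESeq2, 16 with the replicate block, 15 with the batch block (12 shared with the replicate block), 1 without the filter on low counts, 2 at an adjusted p of 0.05, 181 with DESeq2 and the batch block, Heyl, Hey1, Nrarp, Hes6 and Zfp503 among them, and 0 to 2 when libraries or pairs were left out.

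The Notch target genes past the thresholds at P0 numbered 5, and 7 with DESeq2, the replicate block or the batch block, 6 without the filter on low counts, and 0 to 6 when libraries or pairs were left out. At P6 they numbered 0, and 3 with DESeq2, 5 with DESeq2 and the batch block and 2 with voom and the batch block. The HC fate genes past the thresholds at P0 numbered 1, and 4 with each fit with the replicate block, 3 with DESeq2 or with the batch block in edgeR or voom, 4 with DESeq2 and the batch block, and 0 to 2 when libraries or pairs were left out. They numbered 2 with DESeq2's size factors, without the filter, at the smallest library total, with the newer quasi-likelihood method and with voom, where Hes6, at an edgeR adjusted p of 0.0100 in the reported fit, made the difference. The Notch target genes past the thresholds between P6 and P0 DMSO libraries numbered 4, and 2 to 4 when libraries were left out.

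The tDC up-regulated gene set at P6 had a median log2 fold change of 0.039, and -0.072 to 0.17 when libraries were left out. It was below 0 without compound E replicate 3 (-0.035) or DMSO replicate 2, and its camera p fell to 0.00630 without compound E replicate 2. The tDC down-regulated gene set at P6 had a median of -0.20 under each gene set test, with a camera p of 1.09e-10, but p = 0.0815 with the estimated correlation and p = 0.164 with fry. The P0 sets kept their direction and call in each alternative. At P6, leaving out libraries or pairs changed the sign of Hes6 (-0.10 to 0.15), Zfp503 (-0.17 to 0.44) and Pou4f3 (-0.99 to 0.056), none of which passed a threshold. The Notch target and HC fate genes at P0 kept their direction in all fits. Among the Notch target and HC fate genes, the replicate block changed no other call than those given here and at the article's claims. Of the genes the article names for other data, Dll1 (log2 fold change 2.36) and Jag2 (1.16) passed at P0 with the replicate block and not without it. Except for the fits with fewer libraries, the cause of these changes was not tested.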

Differences from the paper's values

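The paper gives 176 up-regulated genes at P0, and 38 passed here. DESeq2 (128) and an adjusted p of 0.05 with no fold threshold (205) brought the count within 1.5 times the paper's, and the other alternatives fixed before the data were examined did not. The paper gives 346 down-regulated genes at P0, and 157 passed here. DESeq2 (315), the replicate block (241), the batch block (232) and an adjusted p of 0.05 with no fold threshold (412) brought it within 1.5 times, and the others did not. At P6 the paper gives 15 up-regulated and 40 down-regulated genes, and 0 and 0 passed here. None of the alternatives fixed before the data were examined closed this gap, with DESeq2 at 2 and 11. Of 17 further settings, all chosen after seeing the values, the 6 that combine DESeq2 with the batch as a block brought all 4 counts within 1.5 times the paper's. They gave 176 to 179 and 342 to 346 genes at P0 and 15 or 16 and 37 to 40 at P6. The one with independent filtering at 0.05 gave 176 and 346 at P0 and 15 and 40 at P6, and since it was singled out from these 6 with the paper's counts in view, its exact match is no evidence for its filter. The edgeR settings among the 17 left both P6 counts at 0, and voom with the batch block gave 0 and 4 there. With voom or edgeR and a block, also chosen after seeing the values, the P0 counts were 102 to 124 up and 232 to 269 down, and without a block 37 to 62 up and 149 to 181 down. Of these, all with a block came within 1.5 times the paper's down-regulated count, and edgeR's newer method with the replicate block (124 up) and its robust form with either block (124 and 120 up) did for the up-regulated count. The paper's methods name DESeq2 and no block.

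For Heyl, fig. S1B shows, read by eye, about 250 RPM with compound E at P0, about 770 RPM with DMSO at P0 and about 220 RPM with compound E at P6. The values here were 34.2, 344 and 76.9 RPM. None of the alternatives fixed before the data were examined closed these gaps.

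The paper states that Hes5 and Lfng were significantly lower and Atoh1 and Hes6 significantly higher with compound E at P0. Here their edgeR adjusted p was 0.0187, 0.0241, 0.0563 and 0.0100, which did not meet the threshold. All 4 passed with DESeq2, the replicate block and the batch block, and, chosen after seeing the values, with DESeq2 or voom and the batch block and with edgeR's newer and robust methods with either block. Without the filter on low counts Hes5 and Hes6 passed, and Hes6 did with DESeq2's size factors and at the smallest library total. Of the settings chosen after seeing the values, voom without a block called Hes5 and Hes6, and the newer quasi-likelihood method without a block called Hes6. Pou4f3, marked among the up-regulated genes in fig. S1A, had an adjusted p of 0.482 and passed with the replicate block, and, chosen after seeing the values, with the newer and robust edgeR methods with the replicate block and with DESeq2 and the batch block. At P6, fig. S1A marks Hes5, Hes1, Nrarp, Heyl and Lfng as down-regulated. None passed here (edgeR adjusted p = 1.00 for each). Hes1, Hes5 and Nrarp passed with DESeq2, and, with settings chosen after seeing the values, all 5 with DESeq2 and the batch block and Heyl and Lfng with voom and the batch block.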

Other observations

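The tests below of P6 and interaction splits, immune cells, hair cells, the Heyl panel and supporting cell share in DMSO were chosen only after the result was seen.

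At P6, all 10 splits of the 6 libraries gave as many genes as the real one, which is 0, and 10 splits cannot give a share under 0.1. For the interaction without a block, 100 of 100 relabelled draws gave at least 0 genes. To see whether the P6 libraries could have shown the P0 response, counts were simulated 10 times with the P6 pair differences and spread and with the P0 fold changes of 184 called genes. The median number of calls was 0 without the block (0 to 3), although simulations with the spread of the unblocked fit and log2 folds of 1.5 to 3 had called 78 to 93 of 200. The 0 calls without the block may thus reflect the spread between pairs at P6. With the replicate block the simulations with log2 folds of 1.5 to 3, which held no pair differences, had called 63 to 86 of 200. The simulations with the P6 pair differences and P0 fold changes gave a median of 117 with that block (108 to 127). The real P6 libraries gave 0 with it, which argues against spread and number of libraries as the cause of that 0. A smaller response at P6 is consistent with this, as a hypothesis, with age and batch confounded.

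For the gene sets, 2 of the 35 P0 splits gave as small a camera p for the up-regulated tDC set and 1 of 35, the real one, for the down-regulated set. The camera p was at most 0.05 in 28 of the 35 splits for the first set and in 29 for the second. Some of these splits keep part of the treatment difference. In those that keep every pair whole, which balance the treatments, it ran from 7.06e-11 to 0.0234 and from 5.74e-10 to 0.0519. The preset correlation thus gives p-values that are too small here. At P6, 6 of 10 splits gave as small a p for the up-regulated set and 1 of 10 for the down-regulated set.

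Hair cells carried into the sort could raise HC fate genes. The other 11 genes of a hair cell list had a median log2 fold change of 0.33 at P0 with the replicate block. Of these, 8 were higher. The median of the HC fate genes was 1.96. This argues against an even rise of the hair cells that the list marks as the whole cause. The HC fate genes were taken in part from these same samples, which favors their median. More newly formed hair cells in the sort were not tested for. The list's most abundant gene, Myo6, had 862 RPM with compound E and 499 RPM with DMSO.

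DESeq2 with the batch block, chosen after seeing the values, gave as its largest increases at P6 Cybb (log2 fold change 5.14), Msr1 (4.92), Cd36 (4.89) and Ctss (2.21), named after their values were seen. An immune list that holds none of them had a median log2 fold change of 2.1 at P6 with the replicate block, with 5 of 5 tested genes higher and a list median above 0 in 3 of 3 pairs, though no gene of the list passed. Its most abundant gene, Lyz2, had 32.7 RPM with compound E and 7.90 RPM with DMSO, but both means rest on replicate 3 (92.9 and 23.1 RPM) and were 2.65 and 0.306 RPM without it. A candidate explanation is more RNA from immune cells in the compound E libraries. Whether the treatment brought this about was not tested.

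The Heyl panel of fig. S1B lies within 0.193 SD of the mean RPM of Hey1 in all 4 groups (249, 767, 216 and 345 RPM for compound E and DMSO at P0 and at P6), and up to 12.6 SD from that of Heyl. A candidate explanation is that the panel shows Hey1.

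In DMSO, 4 of the 7 Notch target genes were lower at P6 than at P0 past the thresholds: Nrarp (-2.58), Hes1 (-1.37), Hey1 (-1.08) and Hes5 (-5.71). Only 2 remained past them without P6 DMSO replicate 2. Of the 35 splits of the 7 DMSO libraries, 1, the real one, gave as many. The legend of the paper's model figure links lower Notch activity to the smaller response at P6. The median of the 7 genes was -1.08, and a supporting cell list without Lfng had a median of -1.50 (from -4.07 to 1.01). A lower share or a maturation of supporting cells could thus account for a median fall of this size. Hes5 fell further than every gene of that list, so the list does not account for it. The list's genes did not move together, and Lfng, left out of it, changed by -0.41. A lower share alone would move them together. Age and batch coincide in this comparison.

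Other marker lists were tested with the replicate block. Their median log2 fold changes at P0 and P6 were 0.35 and 0.03 for glia, 0.24 and -0.34 for neurons, -0.10 and -1.40 for endothelium (2 genes tested at P0), and -0.29 and -0.70 for melanocytes (1 gene tested at P0 and 2 at P6). For the hair cell list they were 0.38 and 0.05, for mesenchyme -0.29 and 0.19, for supporting cells -0.76 and -0.60, and for immune cells 0.09 and 2.1. Of the erythroid list a different gene was tested at each age, Hbb-bs at P0 (-3.10) and Alas2 at P6 (2.52), so the list gives no comparison between ages. These lists have 4 to 12 genes, of which the sorted tissue also expresses some. The libraries also differed in sex-linked transcripts. The 4 Y-linked genes had 0 counts in compound E replicate 1 at P6 and 659 in DMSO replicate 1, and Xist was higher with compound E in 4 of 4 pairs at P0 (log2 fold change 1.12, edgeR adjusted p = 0.00319 with the replicate block). No biological explanation was tested for the latter.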
